# Human bone marrow-derived mesenchymal stem cells promote the growth and drug-resistance of diffuse large B-cell lymphoma by secreting IL-6 and elevating IL-17A levels

**DOI:** 10.1186/s13046-019-1081-7

**Published:** 2019-02-12

**Authors:** Weijie Zhong, Zhigang Zhu, Xin Xu, Hui Zhang, Huabao Xiong, Qingshan Li, Yaming Wei

**Keywords:** Mesenchymal stem cells, Interleukin-6, Interleukin-17A, Drug-resistance, Lymphoma, large B cell, diffuse, JAK2/STAT3, PI3K/Akt

## Abstract

**Background:**

The drug-resistance and relapse of diffuse large B-cell lymphoma (DLBCL), which are related to mesenchymal stem cells (MSCs), have become increasingly common. However, the underlying mechanisms remain elusive.

**Methods:**

CCK 8 assay, colony formation assay, and xenograft mouse model were used to investigate the effects of hBMSCs on DLBCL growth. Immunohistochemistry, qRT-PCR, and ELISA were used to study the expressions of IL-6 and IL-17A. Flow cytometry was used to analyze Th17 cells and Treg cells expressions. Western blot analysis, microarray analysis, and bioinformatics analysis were used to analyze the pathways of IL-6 or IL-17A mediated DLBCL growth.

**Results:**

HBMSCs promoted DLBCL growth by secreting IL-6 in vitro and in vivo and simultaneously upregulating IL-17A in vitro. IL-6 and IL-17A synergistically promoted the growth and drug-resistance of DLBCL cells by protecting them from spontaneous or drug-induced apoptosis in vitro. IL-6 or IL-17A activated the JAK2/STAT3 pathway or upregulated cyclin D2 via activation of PI3K/Akt signaling in vitro*,* respectively.

**Conclusions:**

The present results indicated that hBMSCs might have a “dual effect” on promoting DLBCL progression and drug-resistance by secreting IL-6 and upregulating IL-17A. IL-6, IL-17A, p-STAT3, p-Akt or cyclin D2 may be potential molecular targets for overcoming drug-resistance in patients with relapsed or refractory DLBCL.

## Background

Diffuse large B-cell lymphoma (DLBCL) is the most common subtype of non-Hodgkin’s lymphoma (NHL), with an incidence of more than 100,000 cases per year worldwide [1]. Because of the clinical use of rituximab in combined immuno-chemotherapy, approximately 80% of these patients may achieve complete remission [2]. However, most of the remaining patients will develop drug-resistance and finally relapse. Approximately 30% of cases are resistant to rituximab or rituximab-based chemotherapy regimens [3, 4]. Furthermore, 60% of lymphoma patients develop acquired drug-resistance [5]. These issues are challenging for clinicians, and the mechanisms of drug-resistance and relapse of DLBCL patients remain unclear.

Increasing evidence indicates that the tumor microenvironment (TME) contributes significantly to B-cell lymphoma pathogenesis, progression, drug-resistance and metastasis [6]. In addition to tumor cells, the TME is composed of a mixture of mesenchymal stem cells (MSCs), immune cells (T, B, and dendritic cells), extracellular matrix, and blood vessels. MSCs are a heterogeneous group of fibroblast-like progenitor cells, and they are mainly derived from the bone marrow. Studies show that MSCs can migrate to tumor sites and play a crucial role in promoting lymphoma growth, survival, metastasis, and drug-resistance [7, 8]. Human bone marrow derived MSCs (hBMSCs) promote the growth of mantle cell lymphoma (MCL) cells [9] and DLBCL cells [10] by protecting them from spontaneous and drug-induced apoptosis. Nevertheless, the mechanism by which hBMSCs promote DLBCL growth and drug-resistance remains elusive.

Interleukin (IL)-6, which is one of the most important cytokines secreted by MSCs in the TME, plays an important role in regulating the immune response, tumor cell proliferation, tumor cell apoptosis, and tumorigenesis [11]. Studies show that IL-6 activates the JAK2/STAT3 and Akt signaling pathways to promote growth and induce drug-resistance in tumors including MCL [11, 12]. High levels of IL-6 in the TME of MCL promote tumor growth and induce drug-resistance [12]. Meanwhile, IL-6 levels are significantly increased in the peripheral blood of DLBCL patients and indicate a poor prognosis [13, 14].

Many immune cells infiltrate the TME. T helper (Th) 17 and regulatory T (Treg) cells are two types of CD4+ T cells that play a critical role in promoting the tumorigenesis and progression of NHL. Th17 cells mainly secrete IL-17A, a member of the IL-17 family (IL-17A–F), and the process is enhanced by IL-6 combined with transforming growth factor (TGF)-β [15]. Treg cells mainly secrete TGF-β and IL-10. A previous study showed that IL-17A promotes the growth of human germinal center-derived NHL, including DLBCL [16]. In previous studies, we demonstrated that irradiated or rituximab-treated NHL cells (k1106 cells or SU-DHL-4 cells) induce Foxp3+ Treg and Th17 cells to secrete IL-17 by increasing the secretion of IL-6; the secreted IL-17 then inhibits the irradiation-induced apoptosis of NHL cells by suppressing p53 [17–19]. Therefore, IL-17A is a pro-tumorigenic factor in DLBCL. MSCs have a powerful function in immune regulation, while hBMSCs promote Th17 cell expansion and increase IL-17A levels in rheumatoid arthritis in vitro [20]. Furthermore, BMSCs promote malignant B cell tissue homing and development by modulating the stromal cell-derived factor-1(SDF-1)/chemokine (C-X-C motif) receptor 4 (CXCR4) axis [21]. However, the mechanisms by which hBMSCs promote DLBCL growth and drug-resistance remain unclear.

Based on previous data, we hypothesized that hBMSCs may promote DLBCL growth and drug-resistance by simultaneously secreting IL-6 and increasing IL-17A levels in the TME. In the present study, we investigated the effects of hBMSCs on the growth and drug-resistance of DLBCL in vitro and in vivo in the presence or absence of peripheral blood mononuclear cells (PBMCs). We demonstrated that hBMSCs secrete IL-6 in vitro and in vivo and play a role in the differentiation of Th17 and Treg cells, thereby modulating IL-17A and TGF-β levels in the TME of DLBCL cells in vitro. The synergistic effects of IL-6 and IL-17A on inhibiting the spontaneous or drug-induced apoptosis of DLBCL cells were verified in vitro. Finally, the signaling pathways mediating the effects of IL-6 or IL-17A on promoting DLBCL cell growth were analyzed by microarray analysis, western blotting, and qPCR.

## Methods

### Reagents

Cell Counting Kit-8 (CCK-8) was purchased from Dojindo Laboratories (Kumamoto, Japan). Human recombinant IL-6 and IL-17A, and human neutralizing antibodies to IL-6 (aIL-6) and IL-17A (aIL-17A) were obtained from R&D Systems (Minneapolis, MN, USA). The monoclonal mouse anti-human IL-6 antibody (ab9324) was purchased from Abcam (Shanghai, China). Enzyme-linked immunosorbent assay (ELISA) kits for IL-17A, IL-6, IL-10, IL-1β, PGE_2_, and TGF-β; fluorescence-activated cell sorting (FACS) human antibodies including anti-CD4-FITC, anti-IL-17A-APC, anti-Foxp3-PE, anti-CD25-APC, and their corresponding anti-mouse IgG1 K-PE/APC; and the Annexin V apoptosis detection kit were all purchased from eBioscience (San Diego, CA, USA). Antibodies against JAK2, p-JAK2, STAT3, p-STAT3, p-AKT, AKT, cyclin D2, P27, and *GAPDH* were purchased from Santa Cruz Biotech (Santa Cruz, CA, USA). Real-time reverse transcription-polymerase chain reaction (RT-PCR) reagents were obtained from Takara (Beijing, China).Rituximab was purchased from Novartis (Basel, Switzerland). Doxorubicin and Ara-C were obtained from Pfizer (Shanghai, China).

### Human samples and cell lines

We collected 48 paraffin-embedded tumor specimens from DLBCL patients and 18 paraffin-embedded benign lymph node specimens from acute lymphadenitis patients at Guangzhou First People’s Hospital, between 2010 and 2016. The clinical characteristics of the patients are shown in Table 1. All DLBCL patients were diagnosed by experienced pathologists and were consistent with DLBCL diagnostic criteria. PBMCs were isolated from blood samples of healthy volunteers using the Ficoll–Hypaque method. PBMCs were cultured in RPMI1640 medium (Gibco, New York, USA) containing 100 U/mL penicillin (Gibco), 100 U/mL streptomycin (Gibco), and 10% fetal bovine serum (FBS) (Gibco). This research was approved by the Ethics Committee of Guangzhou First People’s Hospital (K-2017-066-02). Written informed consent was obtained from all participants or their families. The SU-DHL-2 and SU-DHL-4 cell lines were purchased from ATCC (Shanghai, China) and cultured in RPMI 1640 medium containing 10% FBS, 4 mM L-glutamine (Gibco), 100 U/ml of penicillin, and 100 U/ml of streptomycin. HBMSCs were purchased from Cyagen Biosciences (Santa Clara, CA, USA) and cultured in OriCell™ hBMSCs complete medium (Cyagen Biosciences). All cells were cultured in a humidified chamber at 37 °C with an atmosphere of 5% CO_2_.

**Table 1:** Clinical characteristics of 48 DLBCL patients

Characteristics	No. (%)
Age	
Median	55
Range	32–75
Gender	
Male	30 (62.5)
Female	18 (37.5)
Ann Arbor stage^a^	
I-II	10 (20.8)
III-IV	38 (79.2)
IPI score^b^	
1–3	37 (77.1)
4–5	11 (22.9)

^a^Ann Arbor stage according to Ann Arbor-Cotswald stage (1989)

^b^IPI score, International Prognostic Index score

### In vitro cell culture

Four in vitro cell culture experiments were performed. All experiments were performed using SU-DHL-2/4 cells and PBMCs at 1 × 10^6^ cells/well.

Experiment 1: SU-DHL-2/4 cells were cultured with or without hBMSCs at different ratios of 1:1, 1:5, and 1:0.2 in 6-well plates with or without Transwell inserts (CORNING, New York, USA), and then incubated for 72 h. The proliferation of SU-DHL-2/4 cells was analyzed using the CCK-8 assay, and the supernatants were detected by ELISA.

Experiment 2: SU-DHL-2/4 cells were cultured with or without PBMCs and/or hBMSCs at the ratio of 1:1:1 in 6-well plates with Transwell inserts. SU-DHL-2/4 cells were placed in the inserts and the other cells were seeded in the outer wells. All groups were incubated for 72 h and then detected using the CCK-8 assay, colony formation assay, and ELISA.

Experiment 3: Eight groups of cells were cultured with or without Transwell inserts for 72 h as follows: PBMCs alone; PBMCs and hBMSCs; PBMCs and SU-DHL-2 cells; PBMCs, SU-DHL-2 cells, and hBMSCs; PBMCs and SU-DHL-4 cells; PBMCs, SU-DHL-4 cells, and hBMSCs; SU-DHL-2 cells and hBMSCs; SU-DHL-4 cells and hBMSCs. The culture ratio was 1:1:1. After incubation, PBMCs were detected by FACS and qPCR, and the supernatants were detected by ELISA.

Experiment 4: SU-DHL-2/4 cells were co-cultured with or without hBMSCs (1:1), IL-6 (0.5 ng/ml), aIL-6 (50 μg/ml), IL-17A (0.1 ng/ml) and/or aIL-17A (10 μg/ml) for 72 h, and rituximab (10 μg/ml), doxorubicin (2 μM) and Ara-C (2 μM) were added 24 h before detection to induce apoptosis. The SU-DHL-2/4 cells were then collected and analyzed using CCK-8 and apoptosis assays.

### Cell viability and colony formation assay

The viability of SU-DHL-2/4 cells was assessed using the CCK-8 assay. Briefly, each sample was allocated in 96-well plates, and CCK-8 was added 4 h before the end of the culture time. The absorbance (optical density, OD) at 450 nm was measured at different time points using a Universal Microplate Spectrophotometer (Thermo Fisher Scientific, Inc., Waltham, MA, USA). The soft agar colony formation assay (CFA) was performed using 24-well plates according to a previous study [22]. The cells were cultured in a cell incubator for 2 to 3 weeks, and then fixed with 10% paraformaldehyde and stained with 1% crystal violet in 70% ethanol. Colonies (with minimal 50 cells) were counted using a stereomicroscope.

### Immunohistochemistry

The expression of IL-6 in the 48 human tumor tissues, 18 human benign tissues, and 24 mice tumor tissues was detected by immunohistochemistry **(**IHC). Tissues were fixed in 10% neutral formaldehyde, embedded in paraffin, sliced and stained with hematoxylin and eosin. Briefly, the paraffin-embedded tissues were serially cut into 4 μm sections, dewaxed, and rehydrated. Sections were then blocked with peroxide and non-immune animal serum and incubated sequentially with primary antibody, biotin-labeled secondary antibody, and streptomycin anti-biotin peroxidase. Finally, the sections were stained with di-n-butyl adipate, counterstained with hematoxylin, dehydrated, cleared in xylene, and fixed. The expression of IL-6 in paraffin sections was quantified by relative integrated optical density (IOD). At least three different images of each paraffin section were acquired at × 40 high power microscopic fields, and the IOD of images and mean IOD of each paraffin section were calculated by experienced pathologists using Image-Pro-Plus 6.0 software (Media Cybernetics, Rockville, MD, USA). The paraffin section with the lowest mean IOD was used as the negative control, and the relative IOD was calculated as the mean IOD/negative control.

### qRT-PCR

Total RNA was isolated from PBMCs, SU-DHL-2 cells or mice tumor tissues using the Trizol reagent (Takara) according to the manufacturer’s instructions. RNA was reverse-transcribed into cDNA using PrimeScript RT Master Mix (Takara) according to the manufacturer’s protocols. qPCR was performed using SYBR Premix Ex TaqII (TliRNaseH Plus) (Takara) on a Light Cycler 480II system (Roche, Mannheim, Germany). The levels of IL-17A, IL-10, TGF-β, RORγt, Foxp3, IL-6, CSF1, CCND2, CDKN1B, EFNA3, FGFR2, FGFR3, IL2RB, and ITGA9 were normalized to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH). The primers (5′–3′) used for qPCR are presented in Table 2.

**Table 2:** The primers (5′–3′) used for qPCR

Gene name	Direction	Sequence
IL-17A	Forward	CTGCTACTGCTGCTGAGCCTG
	Reverse	GGTTATGGATGTTCAGGTTGACC
IL-10	Forward	CTCAGCACTGCTCTGTTGCC
	Reverse	TCTCGGAGATCTCGAAGCATG
TGF-β	Forward	GACCTCTTGGCGCGACG
	Reverse	GGCTGGTCCGGAATGGG
RORγt	Forward	GCAGAGCTTCAGGCTGAGGC
	Reverse	CATGACTGAGCCTTGGCTCTG
Foxp3	Forward	GCCCTTGGACAAGGACCC
	Reverse	CAGCAGGTCTGAGGCTTTGG
IL-6	Forward	CTGCAAGAGACTTCCATCCAG
	Reverse	AGTGGTATAGACAGGTCTGTTGG
CSF1	Forward	CTCGGCTCACCTAAGTGCC
	Reverse	CAGAGGCCAGTGCTTGATCC
CCND2	Forward	GTACTGGAGGCTCTGTTCTGCC
	Reverse	GAAGCGCAGCTCCGTCTG
CDKN1B	Forward	CTGAGGAACTGACGTGGAGC
	Reverse	GAAGTATCAGCTGTCTCTGAAAGGG
EFNA3	Forward	AGAGAACCCTCAGGTGCCC
	Reverse	CATGAGGAAGAAGGCGATGC
FGFR2	Forward	ACCTAGCTACACTGAGCAGGGAG
	Reverse	GGTGGCTTGTGGCAGTCC
FGFR3	Forward	CAGGTGCAGAGGTACCCTGG
	Reverse	GTGGTGCAAAGGCAGAGGC
ITGA9	Forward	GAACTCTGAACTTTGGAGAGTGAGC
	Reverse	AGGCCAGATATCAGTGCTTGAGTG
IL2RB	Forward	CTTCTCCTGGAGGGAAGCAC
	Reverse	CACTCTGAGGCCTCAGAGATCC
*GAPDH*	Forward	GCACCGTCAAGGCTGAGAAC
	Reverse	TGGTGAAGACGCCAGTGGA

### Western blot analysis

SU-DHL-2/4 cells or tumor tissues were lysed using sodium dodecyl sulfate buffer containing proteinase inhibitors (Roche). Equal amounts of protein (50 μg) were separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes (Bio-Rad, Shanghai, China). The membranes were blocked and incubated with specific antibodies overnight at 4 °C. The antibodies used were JAK2, p-JAK2, STAT3, p-STAT3, p-Akt, Akt, cyclin D2, P27, IL-6, and *GAPDH*. The membranes were then incubated with horseradish peroxidase-labeled secondary antibody (Santa Cruz Biotechnology). The protein bands were visualized using an enhanced chemiluminescence reagent.

### Flow cytometry

The frequencies of Th17 cells and Treg cells were detected by flow cytometry. Cell density was adjusted to 2 × 10^6^/ml. For Th17 cells, cells were stimulated by the addition of 50 ng/ml phorbol myristate acetate, 1 μg/ml ionomycin, and 10 μg/ml Brefeldin A to the medium for 5 h at 37 °C and 5% CO_2_. The cells were then stained with anti-CD4-FITC and anti-IL-17A-APC antibodies for 1 h at room temperature. For Treg cells, cells were stained with anti-CD4-FITC, anti-Foxp3-PE, and anti-CD25-APC antibodies for 1 h at room temperature. The cells were analyzed with a flow cytometer (FACS Canto II; BD Bioscience) and the data were analyzed with FlowJo 10 software. CD4 + IL-17A+ cells were defined as Th17 cells, and CD4 + CD25 + Foxp3+ cells were defined as Treg cells.

### Elisa

Cell culture supernatants were collected at the indicated times, and then supernatants were assessed for IL-17A, IL-6, IL-10, IL-1β, PGE_2,_ and TGF-β by ELISA, following the manufacturer’s instructions.

### Apoptosis assay

The Annexin V/propidium iodide assay was used to detect DLBCL cell apoptosis. Cells were seeded in 48-well plates and incubated with or without chemotherapy drugs for 72 h. After culture, cells were washed twice with cold PBS and resuspended in binding buffer at a concentration of 1 × 10^6^ cells/ml after which 100 μL of the solution was transferred to a 5-mL tube, and 5 μL of Annexin V–FITC and 5 μL of propidium iodide were added. The tube was gently vortexed and incubated for 15 min at room temperature in the dark. At the end of incubation, 300 μL of binding buffer was added. Flow cytometric analysis was performed immediately with a flow cytometer (FACS Canto II; BD Bioscience).

### Human expression microarray analysis and bioinformatics analysis

SU-DHL-2 cells (2 × 10^6^ cells/ml) co-cultured with or without IL-17A (200 pg/ml) for 72 h were harvested, and the total RNA of each sample was extracted using the TRIzol reagent (Takara).The Whole Human Genome Oligo Microarray (4 × 44 K, Agilent Technologies) was generated by KangChen Biotechnology. Briefly, total RNA from each sample was linearly amplified and labeled with Cy3-UTP. The Labeled cRNAs were purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000 (Thermo). Aliquots of 1 μg of each labeled cRNA were fragmented by adding 11 μl of 10 × Blocking Agent and 2.2 μl of 25 × Fragmentation Buffer, then heated at 60 °C for 30 min, and finally 55 μl of 2 × GE Hybridization buffer was added to dilute the labeled cRNA. One-hundred microliters of hybridization solution were dispensed into the gasket slide and assembled to the gene expression microarray slide. The slides were incubated for 17 h at 65 °C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed, and scanned using the Agilent DNA Microarray Scanner (part number G2505C). Array images were analyzed using Agilent Feature Extraction software (version 11.0.1.1). Quantile normalization and subsequent data processing were performed with the GeneSpring GX v12.1 software package (Agilent Technologies). After quantile normalization of the raw data, genes for which at least 3 out of 6 samples had flags in Detected (“All Targets Value”) were chosen for further data analysis. Differentially expressed genes (DEGs) with statistical significance between the two groups were identified through Volcano Plot filtering. DEGs between the two samples were identified through Fold Change filtering (fold change ≥1.5, *P* < 0.05). Hierarchical clustering and heat map were performed using the R scripts. The present microarray data is accessible through Gene Expression Omnibus, series accession number GSE115855 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115855). Gene ontology (GO) analysis and pathway analysis were based on the GO database (http://www.geneontology.org) and KEGG database (http://www.kegg.jp). Geneco-expression networks, in which the core genes that play a vital role in the network were identified, were constructed based on the STRING database (https://string-db.org/) and further analyzed by Cytoscape software (version 3.6.0). In the networks, nodes were mainly genes and edges represented relation types between the nodes. Node size represented the degree of expression of each gene: green and red nodes represented down- and up-regulated genes, and edge size represented the combined score.

### Xenograft mouse model

Male nude mice (BALB/c, 20–30 g) (Guangdong Laboratory Animal Center, China) 6–8 weeks of age were used in experiments. Mice were housed and monitored in micro-isolator cages under clean conditions. All experimental procedures and protocols were approved by the Institutional Animal Care and Use Committee at Guangzhou First People’s Hospital. SU-DHL-4 cells (1 × 10^7^cells/100 μL PBS) were subcutaneously inoculated into the right flanks of the nude mice. After the development of 3 mm diameter tumors, mice were randomly assigned to three groups (*n* = 8 per group). The MSC group was injected with circumtumoral hBMSCs (5 × 10^5^ cells/100 μL PBS per time); the IL-6 group was injected with circumtumoral IL-6 (10 μg/kg per time); and the Control group was injected with circumtumoral PBS (100 μL per time). All groups were injected five times every 3 days (on days 0, 3, 6, 9, and 12). The size of tumors was measured every 3 days, up to 28 days following hBMSC, IL-6, and PBS injection. Tumor volume was calculated according to the following formula: tumor volume (mm^3^) = (a^2^ × b)/2, where “a” represents the length of the short axis and “b” represents the length of the long axis. The mice were sacrificed 28 days after hBMSC, IL-6, and PBS injection, and the tumors were removed and prepared for IHC, qPCR, and western blot analysis.

### Statistical analysis

For microarray analysis, DEGs were confirmed using a *p*-value threshold and false discovery rate (FDR) analysis. The threshold for truly significant genes was determined at a *p*-value of < 0.05 and FDR value < 0.05. All analyses were performed using SPSS 17.0. Numerical data were presented as the mean ± standard deviation. Two-tailed independent-sample Student’s t/t′ tests were used for comparisons between two groups. Single-factor analysis of variance (one-way ANOVA) and Student–Newman–Keuls/Dunnett’s T3 tests (between every two groups) were used for comparisons among multiple groups. The Chi-square test was used for enumeration data comparisons between two groups. A *p*-value of 0.05 was considered significant.

## Results

### hBMSCs promote the growth of DLBCL cells in vitro, and PBMCs enhance these effects

To investigate whether hBMSCs promote the growth of DLBCL cells in vitro, hBMSCs were co-cultured with SU-DHL-2 or SU-DHL-4 cells at different ratios in a direct or indirect system for 72 h. Then, SU-DHL-2 and SU-DHL-4 cell proliferation was detected using the CCK-8 assay at different time points. HBMSCs significantly increased the proliferation of SU-DHL-4 cells at ratios of SU-DHL-4:hBMSC of 1:1, 1:5, or 1:0.2 in a time-dependent manner in the direct (Fig. 1a–c) or indirect (Fig. 1d–f) co-culture system. Similarly, hBMSCs markedly promoted the proliferation of SU-DHL-2 cells at SU-DHL-2:hBMSC ratios of 1:1 and 1:5 directly (Fig. 1a and b) or indirectly (Fig. 1d and e). However, hBMSCs had no effect at a ratio of 1:0.2 (Fig. 1c and f). These results suggested that hBMSCs promoted the proliferation of DLBCL cells by secreting soluble cytokines instead of cell-to-cell contact.

**Fig. 1:**
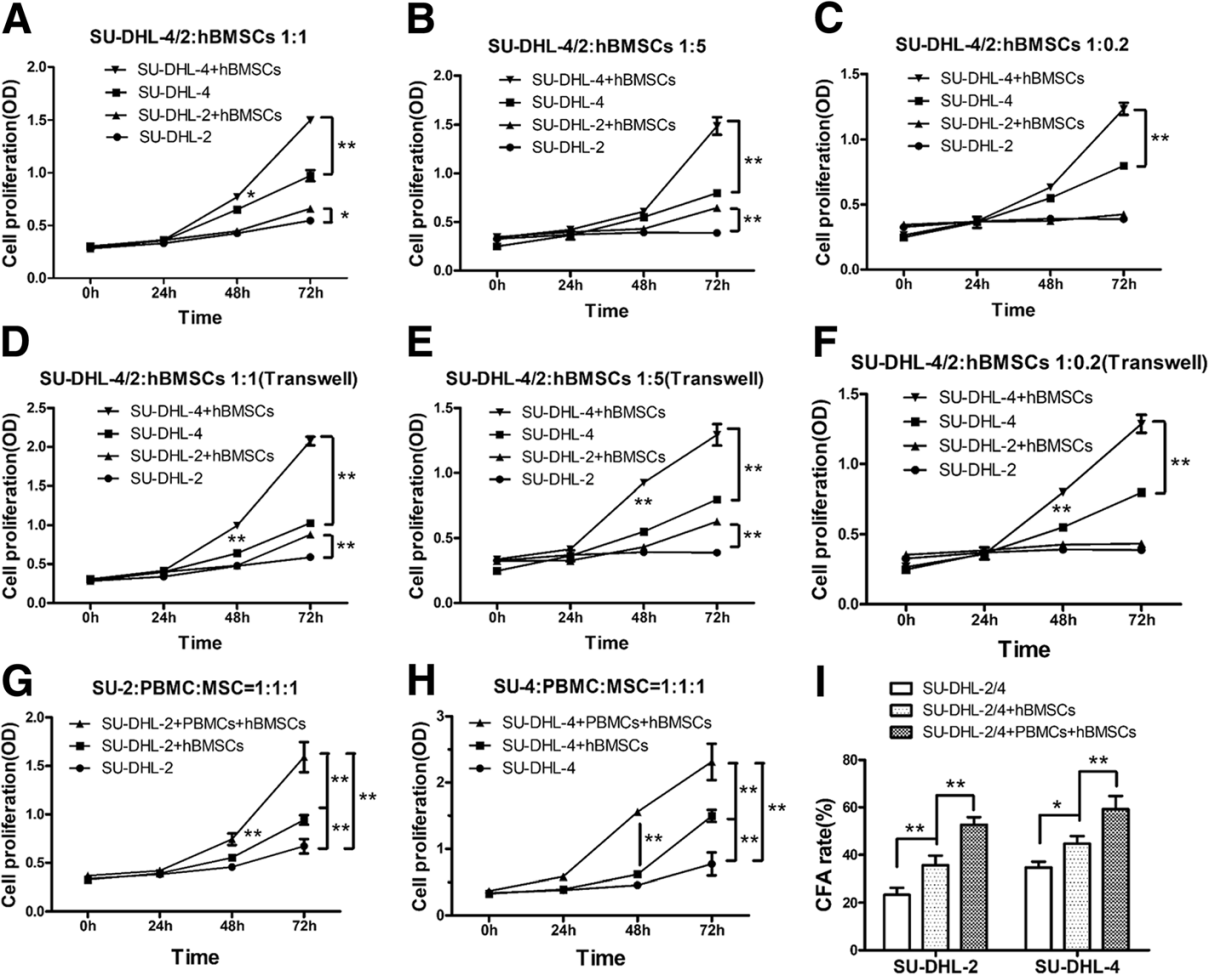
hBMSCs promoted the growth of DLBCL cells in vitro, and PBMCs enhanced these effects. DLBCL cells (SU-DHL-2 and SU-DHL-4 cells) were co-cultured with hBMSCs at different ratios of 1:1, 1:5, or 1:0.2 in direct co-culture systems for 72 h. **a**, **b**, and **c**: Graphs of DLBCL cell proliferation (OD) detected by CCK-8 assay in direct co-culture systems. **d**, **e**, and **f**: Graphs of DLBCL cell proliferation (OD) in indirect co-culture systems. PBMCs were added to a co-culture with DLBCL cells and hBMSCs at a 1:1:1 ratio for 72 h. **g** and **h**: Graphs of DLBCL cell proliferation (OD). **i**: CFA rates of DLBCL cells co-cultured for 72 h. The data shown represent one of three independent experiments. Error bars represent standard deviation (SD). Significance was determined using single-factor analysis of variance (one-way ANOVA) (three groups) or two-tailed independent-sample Student’s t/t′ test (two groups). (*P < 0.05; **P < 0.01)

In addition to MSCs, many immune cells that infiltrate the TME of DLBCL can affect the growth of tumor cells and the promoting effects of hBMSCs. To simulate the TME of DLBCL, SU-DHL-2 and SU-DHL-4 cells were co-cultured with hBMSCs and PBMCs at a ratio of 1:1:1 for 72 h, and the cells were separated using Transwell inserts. The proliferation and clonogenicity of DLBCL cell lines were tested using the CCK-8 assay and CFA, respectively.. PBMCs significantly increased the effect of hBMSCs on promoting the proliferation of SU-DHL-2 and SU-DHL-4 cells (Fig. 1g and h). Furthermore, hBMSCs accelerated the clonogenicity of SU-DHL-2 and SU-DHL-4 cells, and PBMCs increased these effects (Fig. 1i). According to these data, we hypothesized that hBMSCs might promote the growth of DLBCL cells not only directly through the secretion of paracrine soluble cytokines, but also by affecting PBMC differentiation, as differentiated PBMCs secreted cytokines that enhanced these promoting effects.

### hBMSCs secrete IL-6 into the co-culture supernatants, and the IL-6 level is higher in DLBCL tumor tissue than in benign tissue

The results of the present study showed that hBMSCs promoted the growth of DLBCL cells by secreting soluble cytokines; therefore, we attempted to identify these cytokines. The results showed that hBMSCs strongly secreted IL-6 into the co-culture supernatant in a time-dependent manner when co-cultured with or without SU-DHL-2 and SU-DHL-4 cells (Fig. 2a and b).In addition, hBMSCs markedly secreted IL-6 at different ratios in a direct or indirect co-culture system (Fig. 2c and d). The level of PGE2 was decreased in the hBMSC groups at different ratios (Fig. 2e and f). The levels of IL-10, IL-17A, TGF-β, and IL-1-β did not differ between the two groups (Fig. 2g–n). To further verify the IL-6 level in the TME of DLBCL, the relative expression ofIL-6 was examined in tumor tissues and benign tissues by IHC. IL-6 levels were markedly higher in tumor tissues than in benign tissues (Fig. 2o and p). These results indicated that hBMSCs secreted IL-6 into the TME of DLBCL, thereby promoting the growth of DLBCL.

**Fig. 2:**
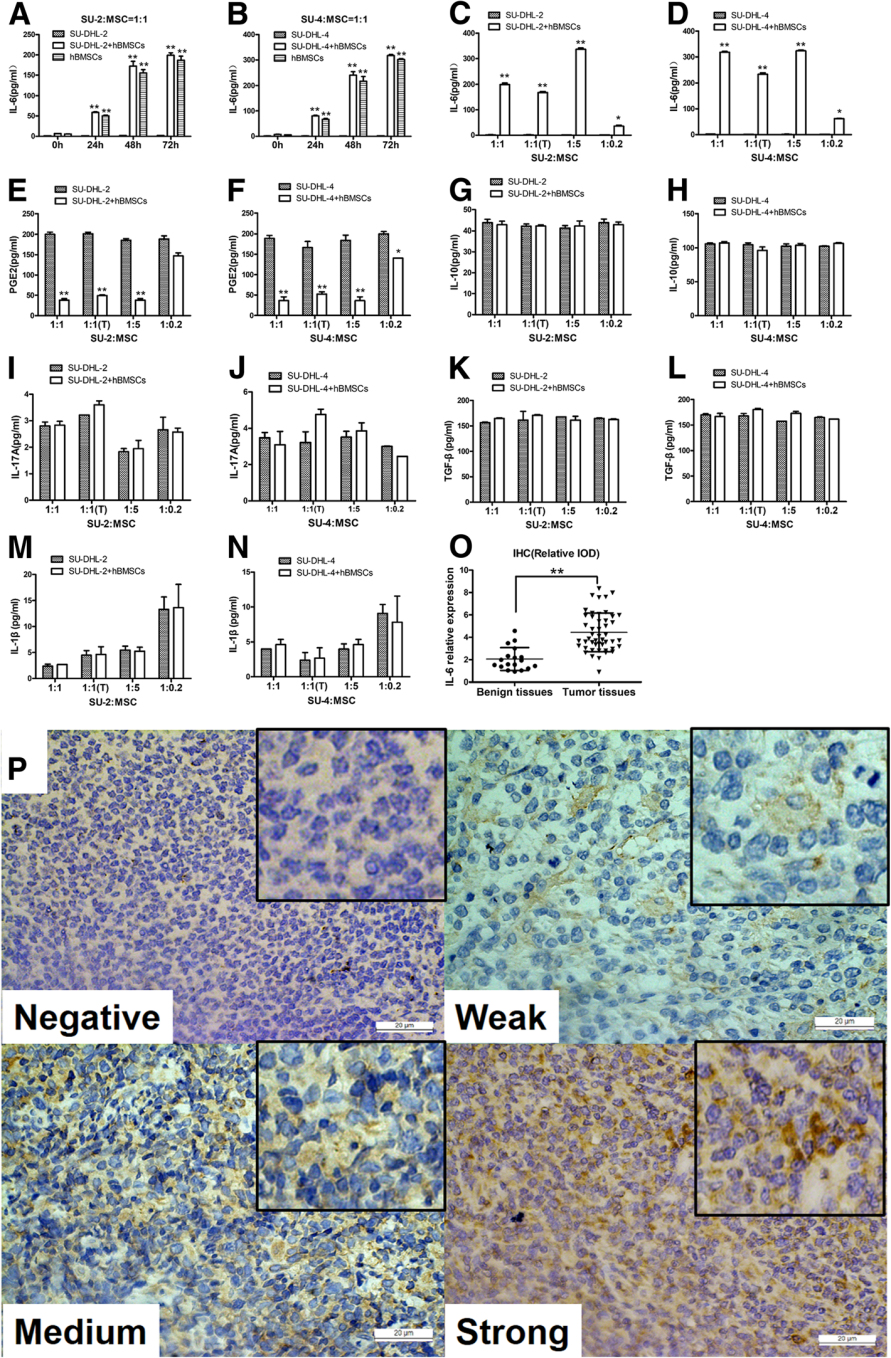
hBMSCs secreted IL-6 into the co-culture supernatants and the IL-6 level was higher in the DLBCL tumor microenvironment. **a** and **b**: Levels of IL-6 at different time points in the 1:1 co-culture supernatants of SU-DHL-2/4 cells alone, SU-DHL-2/4 cells with hBMSCs, or hBMSCs alone. Levels of IL-6 (**c** and **d**), PGE2 (**e** and **f**), IL-10 (**g** and **h**), IL-17A (**i** and **j**), TGF-β (**k** and **l**), and IL-1β (**m** and **n**) in the 72 h direct or indirect co-culture supernatants of SU-DHL-2/4 cells with or without hBMSCs at different ratios. **o**: Graph of IL-6 relative expression (relative IOD) detected by IHC from benign tissues (*n* = 48) and tumor tissues (*n* = 18). **p** IHC staining showed various intensities of IL-6 expression in the intercellular spaces of tumor cells or tumor infiltrating lymphocytes (× 400). The data shown represent one of three independent experiments. Error bars represent SD. Significance was determined using two-tailed independent-sample Student’s t/t′ test. (*P < 0.05; **P < 0.01, compared with the SU-DHL-2/4 group)

### hBMSCs promote DLBCL growth by secreting IL-6 in vivo

As hBMSCs promoted the growth of DLBCL cells in vitro, we investigated whether hBMSCs have a similar effect in vivo. Because SU-DHL-4 cells showed a high rate of proliferation (Fig. 1c-h), this cell line was used to establish DLBCL xenograft BALB/c nude mouse models. Tumors developed well in nude mice, and tumor tissues were obtained by operation at 28 days after hBMSC, IL-6, or PBS injection (Fig. 3a). The tumor volumes were significantly larger in the MSC and IL-6 groups than in the Control group (Fig. 3b). In addition, IL-6 mRNA and protein levels were markedly higher in the MSC and IL-6 groups than in the Control group (Fig. 3c and d). IHC staining detected higher IL-6 levels in the tumor tissues of the MSC and IL-6 groups than in controls (Fig. 3e). These results suggested that hBMSCs promoted DLBCL growth by secreting IL-6 in vivo.

**Fig. 3:**
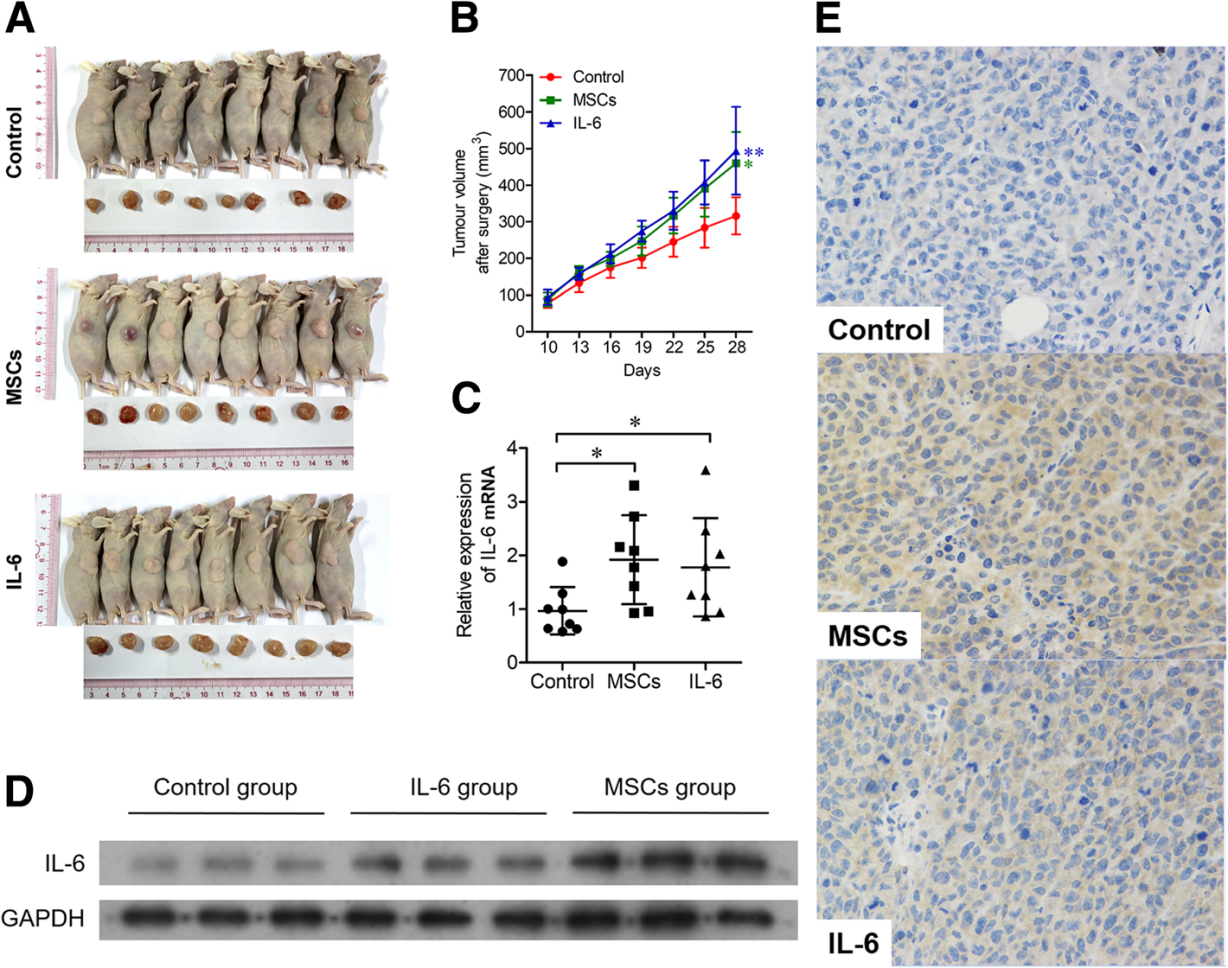
hBMSCs enhanced the growth of DLBCL by secreting IL-6 in vivo. SU-DHL-4 cells were injected subcutaneously into the right flanks of nude mice (BALB/c, *n* = 24). After the xenograft mouse models were established, hBMSCs (MSCs group, *n* = 8), IL-6 (IL-6 group, *n* = 8) or PBS (Control group, *n* = 8) were injected around the tumors. **a**: The xenograft mice were killed and the tumor tissues were removed at 28 days after hBMSC, IL-6, or PBS injection. **b**: Tumor volume, (**c**): relative expression of IL-6 mRNA and (**d**): IL-6 protein expression were measured and detected in each group. **e**: Representative IHC staining images showing various intensities of IL-6 expression in the intercellular spaces of tumor cells or tumor infiltrating lymphocytes (× 400) in each group. Error bars represent SD. Significance was determined using one-way ANOVA. (*P < 0.05; **P < 0.01)

### hBMSCs induce PBMCs differentiation into Th17 and Treg cells, thereby increasing IL-17A and TGF-β levels in the co-culture supernatants

As PBMCs enhanced the promoting effects of hBMSCs, we next explored the underlying mechanisms. For this purpose, eight groups of co-cultures were generated using hBMSC, PBMC, or DLBCL cell lines for 72 h. The cells were separated using Transwell inserts, and the PBMCs from six groups were detected by FACS and qPCR, and the supernatants from eight groups were detected by ELISA. Comparison of three pairs of groups in the presence or absence of hBMSCs showed that hBMSCs significantly increased the frequencies of Th17 (Fig. 4a and b) and Treg (Fig. 4c and d) cells in PBMCs in each pair of groups. At the transcriptional level, hBMSCs upregulated the relative expressions of RORγt and Foxp3 mRNA in PBMCs when co-cultured with PBMCs or DLBCL cell lines (Fig. 4e–g). In addition, hBMSCs upregulated the relative expression of IL-17A and TGF-β mRNA of PBMCs (Fig. 4e–g). Similarly, hBMSCs increased the levels of IL-17A and TGF-β proteins in the supernatants of co-cultures (Fig. 4h and i). IL-6 levels were significantly higher in the groups that included hBMSCs (Fig. 4k), suggesting that hBMSC-secreted IL-6 in the supernatants induced PBMC differentiation into Th17 cells. In addition, high TGF-β levels induced Treg cell differentiation. However, hBMSCs had no consistent effects on the levels of PGE2, IL-10, and IL-1β (Fig. 4j, l, and m).

**Fig. 4:**
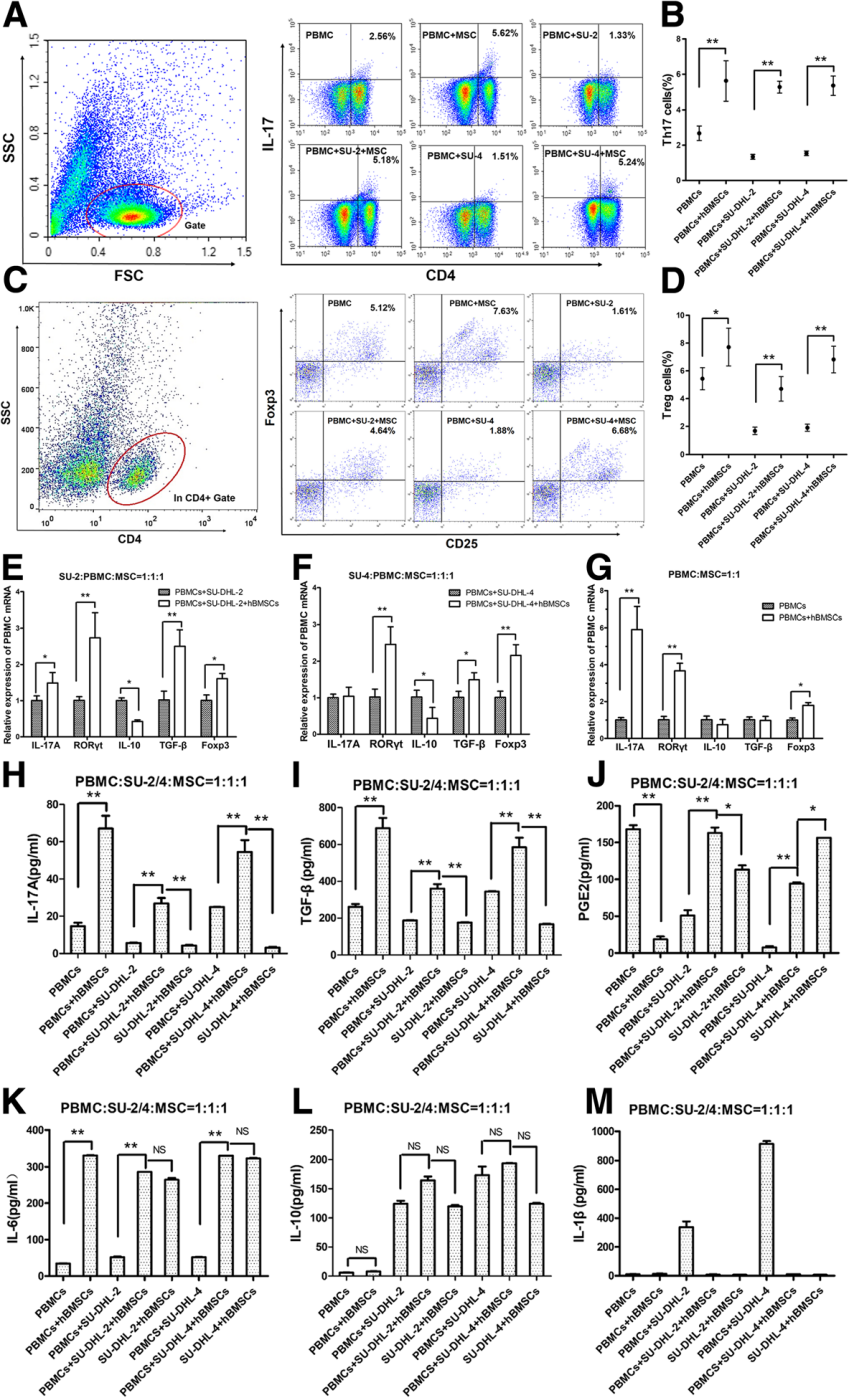
hBMSCs induced PBMCs differentiation into Th17 and Treg cells, thereby elevating IL-17A and TGF-β levels in the co-culture supernatants. PBMCs from healthy donors were divided into six groups and co-cultured with or without SU-DHL-2/4 cells and/or hBMSCs, and SU-DHL-2/4 cells with hBMSCs were selected as two control groups. All six groups containing PBMCs were co-cultured with IL-2 (100 IU/ml) for 72 h and then detected by FACS. **a** and **c** Representative FACS plots of Th17 and Treg cell percentages in PBMCs from six groups. **b** and **d** Graphs of Th17 and Treg cell mean percentages from six groups. **e**, **f**, and **g** Graphs of the mRNA levels of related cytokines and transcription factors in the PBMCs from six groups. Levels of IL-17A (**h**), TGF-β (**i**), PGE2 (**j**), IL-6 (**k**), IL-10 (**l**), and IL-1β (**m**) in the co-culture supernatants of eight groups. Cytokines were detected by ELISA. The data shown represent one of three independent experiments. Error bars represent SD. Significance was determined using one-way ANOVA. (*P < 0.05; **P < 0.01)

### hBMSCs or IL-6 promote the growth of DLBCL cells by protecting them from spontaneous or drug-induced apoptosis, and IL-17A reinforces these effects

Published data indicate that IL-6 or IL-17A acts as a pro-tumor factor in MCL or DLBCL[12, 16]. Based on these data and the present results, we hypothesized that hBMSCs secrete IL-6 into the TME of DLBCL, and IL-6 directly promotes DLBCL growth and induces Th17 cells to secrete IL-17A, which increases this promoting effect. To verify this hypothesis, hBMSCs or exogenous IL-6 and/or IL-17A were co-cultured with SU-DHL-4 cells to induce proliferation, and then exogenous aIL-6 or aIL-17A were used to block these effects. hBMSCs and exogenous IL-6 and IL-17A promoted SU-DHL-4 cell proliferation, and aIL-6 or aIL-17A abolished these effects (Fig. 5a). IL-17A increased the promoting effects of IL-6, whereas aIL-6 combined with aIL-17A abolished these effects (Fig. 5a).

**Fig. 5:**
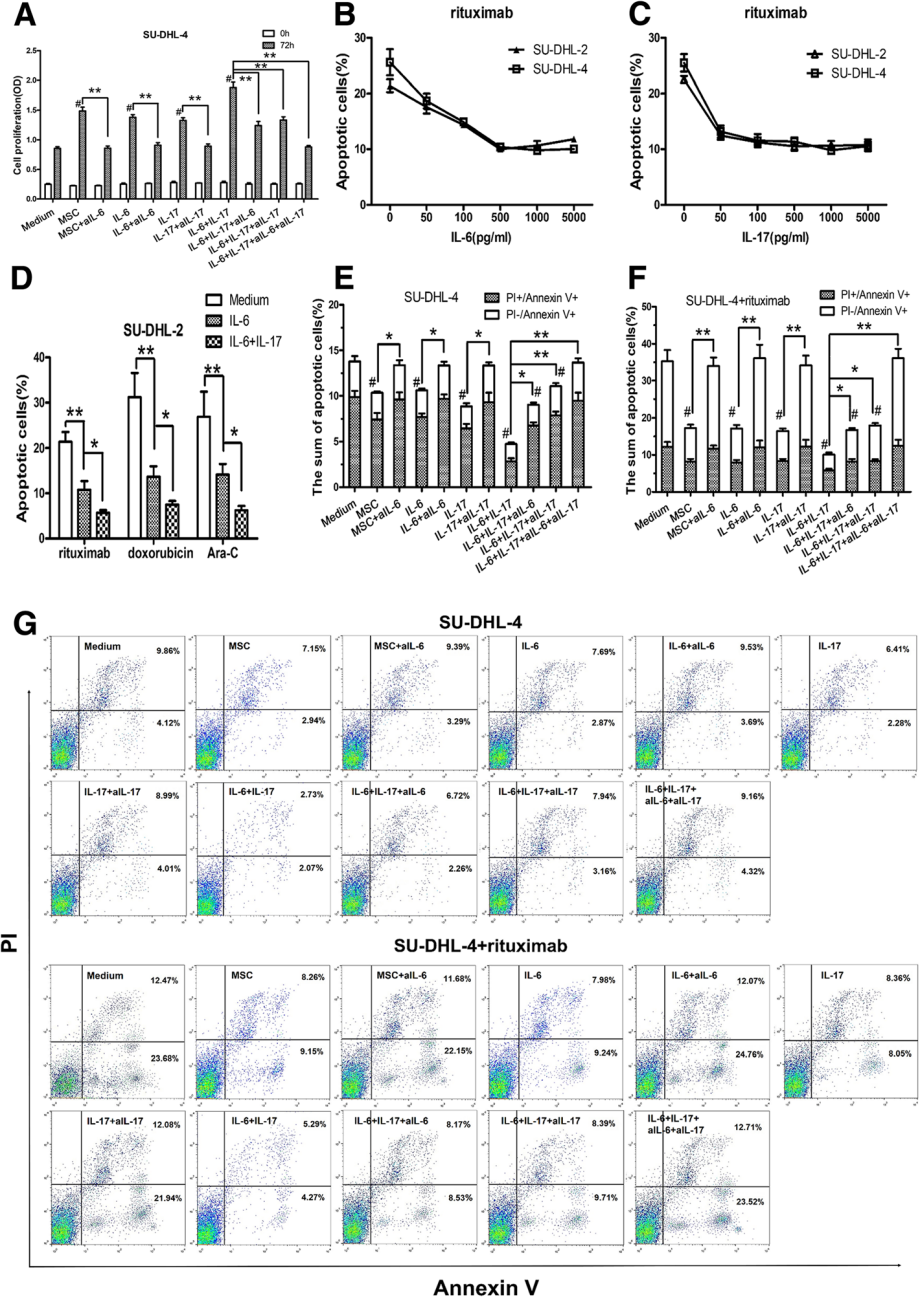
hBMSCs or IL-6 promoted the growth of DLBCL cells by protecting them from spontaneous or drug-induced apoptosis, and IL-17A reinforced these effects. **a** Graphs of cell proliferation (OD) in 72-h cultures of SU-DHL-4 cells with or without hBMSCs (1:1), exogenous IL-6 (0.5 ng/ml), IL-17A (0.1 ng/ml), aIL-6 (50 μg/ml) and/or aIL-17A (10 μg/ml). **b** and **c** Apoptosis induced by rituximab (10 μg/ml) was protected by IL-6 or IL-17A. DLBCL cell cultures were first treated with exogenous IL-6 (0-5000 pg/ml) or IL-17A (0-5000 pg/ml), and rituximab was added 24 h before apoptosis detection. **d** Percentages of apoptotic SU-DHL-2 cells in 72-h cultures in the presence of rituximab (10 μg/ml), doxorubicin (2 μM) and Ara-C (2 μM). SU-DHL-2 cells were pre-cultured with exogenous IL-6 (0.5 ng/ml) and IL-17A (0.1 ng/ml) for 48 h before addition of drugs (rituximab, doxorubicin and Ara-C). **e** and **f** The sum of apoptotic SU-DHL-4 cell percentages induced spontaneously or by rituximab (10 μg/ml) in all groups. The culture conditions were the same as those in (**a**). **g** Representative FACS dot plots of apoptotic SU-DHL-4 cell percentages induced spontaneously or by rituximab (10 μg/ml) in all groups. The data shown represent one of three independent experiments. Error bars represent SD. Significance was determined using one-way ANOVA. (*P < 0.05; **P < 0.01)

Next, we examined the effect of exogenous IL-6 and/or IL-17A on spontaneous or drug-induced apoptosis in DLBCL cells. Exogenous IL-6 or IL-17A were added at increasing concentrations into SU-DHL-2 or SU-DHL-4 cell co-cultures for 48 h, followed by rituximab treatment for 24 h before the detection of apoptosis by FACS. The results showed that IL-6 or IL-17A markedly protected SU-DHL-2 or SU-DHL-4 cells from rituximab-induced apoptosis in a concentration-dependent manner (Fig. 5b and c). Based on these data, we determined the most appropriate concentrations of IL-6 and IL-17A for the next anti-apoptosis experiments as 500 pg/ml and 50 pg/ml, respectively. Then, the effects of IL-6 and IL-17A on protecting SU-DHL-2 cells against rituximab-, doxorubicin-, and Ara-C-induced apoptosis were examined. As shown in Fig. 5d, IL-6 significantly decreased the percentage of apoptotic cells in the three groups, whereas IL-17A further enhanced these effects.

Finally, to further confirm the effects of IL-6 and/or IL-17A on DLBCL cell apoptosis, IL-6 and/or IL-17A neutralizing antibodies were used to block IL-6 and IL-17A mediated signaling. The results showed that hBMSCs, IL-6, or IL-17A decreased spontaneous or rituximab-induced apoptosis in SU-DHL-4 cells, and aIL-6 or aIL-17A abolished these effects (Fig. 5e and f). In addition, IL-17A could reinforce the protective effects of IL-6, and aIL-6 with aIL-17A abolished these effects (Fig. 5e and f). Figure 5g shows representative FACS plots of spontaneous or rituximab-induced apoptosis of SU-DHL-4 cells.

### IL-6 or hBMSCs promote DLBCL cell growth via the JAK2/STAT3 signaling pathway

To investigate the signaling pathways involved in the effects of hBMSCs or IL-6, JAK2 and STAT3 phosphorylation was assessed in DLBCL cells. As shown in Fig. 6a and b, IL-6 significantly promoted the phosphorylation of JAK2 and STAT3 in both SU-DHL-2 and SU-DHL-4 cells, whereas IL-6-neutralizing antibodies abrogated IL-6-induced phosphorylation of JAK2 and STAT3. Similarly, hBMSCs upregulated p-JAK2 and p-STAT3 in SU-DHL-4 cells, whereas IL-6-neutralizing antibodies abolished these effects (Fig. 6c). Taken together, these results supported that IL-6 or hBMSCs promoted DLBCL cell growth via the JAK2/STAT3 signaling pathway.

**Fig. 6:**
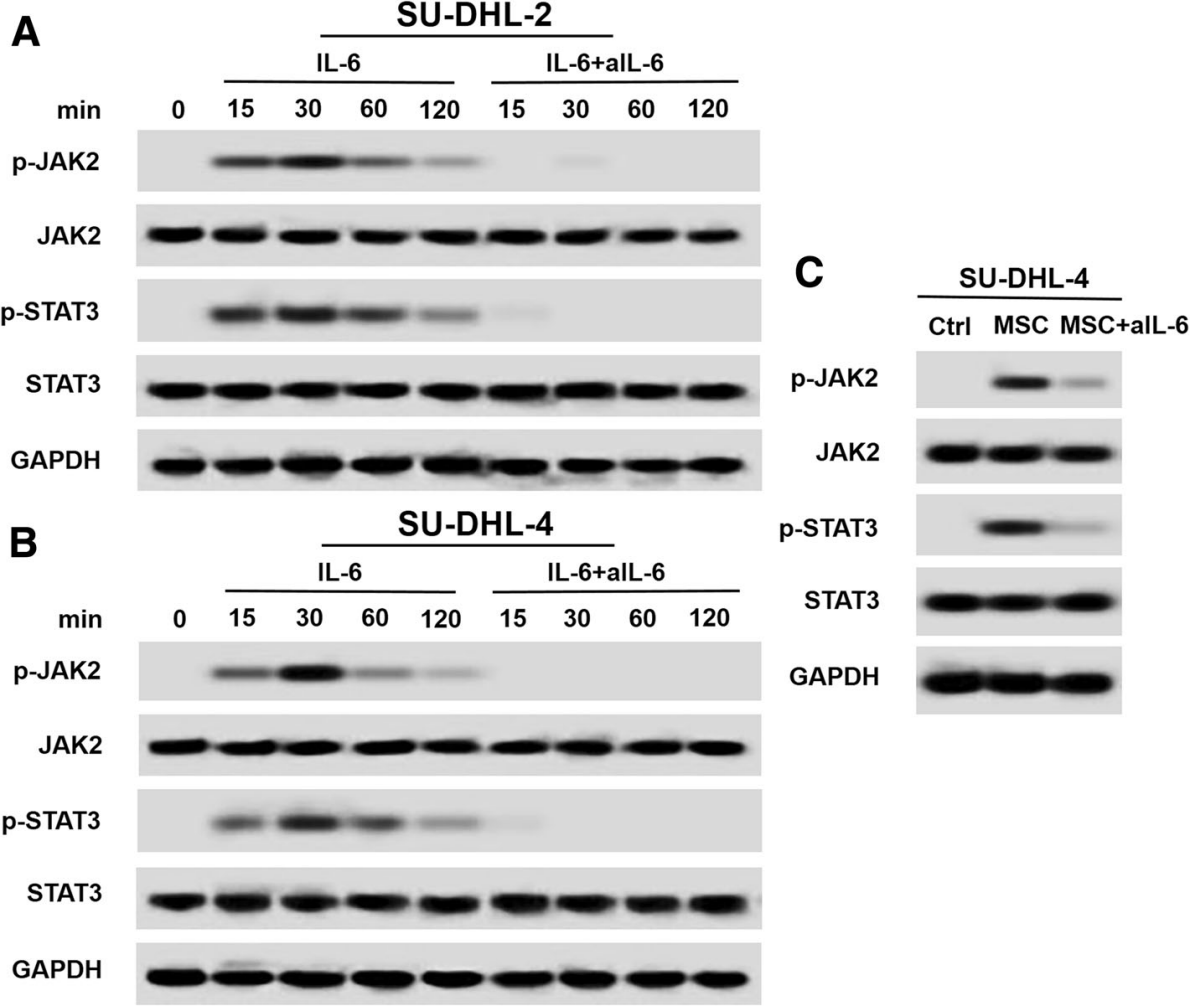
JAK2 and STAT3 phosphorylation were involved in IL-6- or hBMSCs-mediated DLBCL cell growth. Western blot images showing JAK2 (**a**) and STAT3 (**b**) phosphorylation in SU-DHL-2 and SU-DHL-4 cells detected at 0, 15, 30, 60, and 120 min in cultures with IL-6 (0.5 ng/ml) and/or aIL-6 (50 μg/ml). **c** Western blot images showing JAK2 and STAT3 phosphorylation in SU-DHL-4 cells pretreated without or with hBMSCs (1:1) and/or aIL-6 (50 μg/ml) for 30 min. The data shown represent one of three independent experiments

### IL-17A promotes DLBCL cell growth by upregulating cyclin D2 via the PI3K/Akt signaling pathway

To further examine the molecular mechanisms underlying IL-17A-mediated DLBCL cell growth, microarray and bioinformatics analyses were performed together with qPCR and western blotting to assess the expression of related genes and proteins. Three samples of SU-DHL-2 cells were co-cultured with IL-17A for 72 h and an additional three samples were cultured without IL-17A as controls. The six samples of SU-DHL-2 cells were subjected to microarray analysis.

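SU-DHL-2 is an established DLBCL cell line. RNA from 3 cultures with IL-17A (200 pg/ml, 72 h) and 3 control cultures was labeled with Cy3 and hybridized to 1-colour Whole Human Genome arrays, 1 array per culture. The authors' scanner files hold an intensity for each of 43118 spots, from which the extraction software had subtracted the background, with no normalization between arrays. The spots measured 34127 probes, of which 25771 could be given the name of 1 of 19740 genes through their RefSeq accession (gene names of GRCh38.p14). Values of the same spots were averaged per probe on the log2 scale, intensities below 1 were set to 1, and the 6 arrays were quantile normalized. A probe was taken as detected on an array when its signal was positive, significant and well above background. Between 23570 and 23718 probes were detected on the IL-17A arrays, with a median of 23662, and between 23729 and 24077 on the control arrays, with a median of 23985. The lowest signal that still counted as well above background was 3.62 to 4.32 across the arrays, and no spot was saturated. The 23945 probes detected on at least 3 of the 6 arrays were tested with limma, and they measured 14747 named genes. IL-17A replicate 1 shared a scan with the 3 controls, and IL-17A replicates 2 and 3 shared another, from which their slides were inferred, so that slide and treatment overlap in part. Over the tested probes, the mean Pearson correlation was 0.996 between arrays of the same group and 0.994 between arrays of different groups. This difference was the largest among the 10 ways of splitting the 6 arrays into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). Correlations across probes describe the similarity of arrays, and probes are not independent replicates. The number of arrays limits the precision of every value.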

As shown in Figs. 7, 288 DEGs were identified (139 upregulated and 149 downregulated), and the heat map is shown in Fig. 7a. 

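At a fold change of at least 1.5 and an unadjusted p under 0.05 from limma, 522 probes differed between the groups, 241 of them upregulated and 281 downregulated with IL-17A. They measured 348 named genes, 164 upregulated and 184 downregulated. With Benjamini-Hochberg adjustment over all tested probes, 197 of the 522 probes had an adjusted p under 0.05, 111 upregulated and 86 downregulated. The fold change threshold removed most of the probes, since 7495 probes (31.3%) had an unadjusted p under 0.05 and 6973 of these changed by less than 1.5-fold. The 3 IL-17A arrays and the 3 control arrays did not overlap for 482 of the 522 probes, and for 39.0% of all tested probes, where chance gives 10%. The differentially expressed probes were dim. Their median signal was 8.91, against 117 for all tested probes, and 376 of them (72.0%) had a mean log2 signal under 4, against 19.8% of all tested probes. In 88 of the probes, no array of the lower group was well above background, so that the size of the change is unknown. For such probes an approximate lower bound is given, which can lie under 1.5-fold. It sets the lower group at the lowest signal well above background on each array. It carries no sampling error, and signals that were not well above background can exceed that level. With dim signals raised to the lowest signal well above background, 458 of the 522 probes still passed both thresholds. The split between the directions depended on the scaling, with 150 probes upregulated and 422 downregulated after scaling each array to its 75th percentile. The setting that moved the total most was the normexp background correction with an offset of 50, under which 15 probes passed both thresholds.

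**Figure D1:**
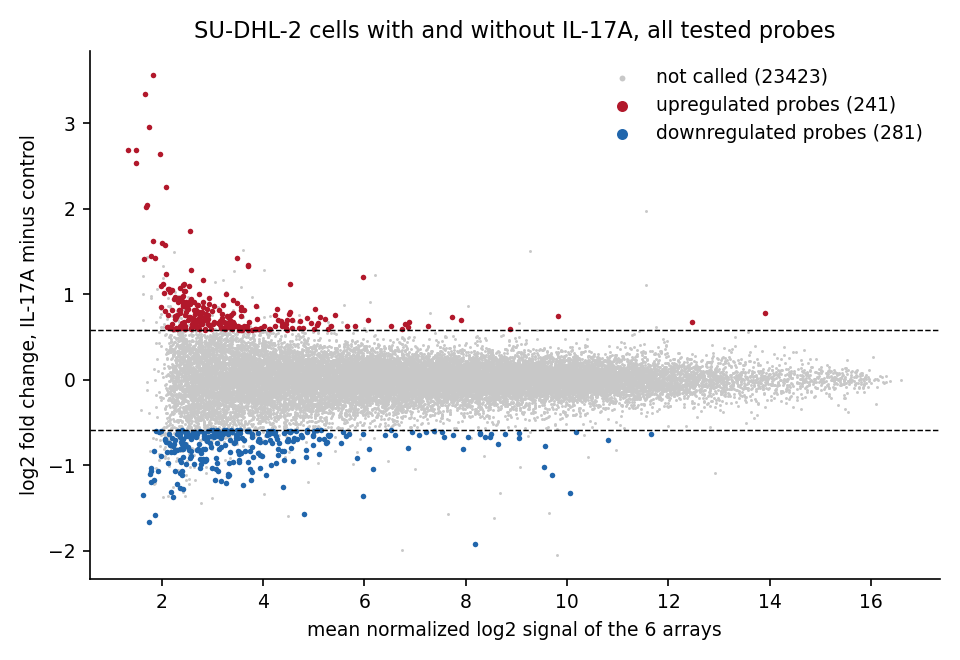
Log2 fold change (IL-17A minus control) of each tested probe against its mean normalized log2 signal over the 6 arrays. The 241 upregulated and 281 downregulated probes at quantile normalization are coloured and the dashed lines mark the 1.5-fold threshold; 376 of the coloured probes lie at a mean log2 signal under 4.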

The heat map of the top 25 most significant up- and down-regulated DEGs ranked by fold change is shown in Fig. 7b. 

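Of the genes that the heat map of Fig. 7b names, 49 names could be read and 47 had a tested probe. At the brightest probe of each gene, 43 of the 47 changed in the direction of the heat map, 39 passed both thresholds and 28 also had an adjusted p under 0.05 from limma. Any probe of the gene passed both thresholds for 46 of the 47. CD300A, QPCT, PYY2 and CSF1, which the heat map shows as upregulated, had brightest probes with log2 fold changes of -0.09, -0.41, -0.27 and -0.14. Each of these genes had a dimmer probe that was higher with IL-17A, and the mean over the probes of each gene was positive. The 5 highest log2 fold changes were computed for MAGEA6, EEF1A2, GZMK, GTSF1 and CCND2. None of these probes was well above background on any control array, so neither their order nor whether other genes rose more is known. By the approximate lower bound, MAGEA6 was 3.09-fold higher with IL-17A at the probe that changed. Its brightest probe had a log2 fold change of 0.10. By the same bound, EEF1A2 was 2.55-fold higher and GZMK 2.35-fold higher. Among the falls, NSG2, named HMP19 in the heat map, fell from a log2 signal of 9.15 ± 0.19 (SD, n = 3) in the controls to 7.23 ± 0.14 (SD, n = 3), a log2 fold change of -1.92 (standard error 0.12, adjusted p = 0.0149 from limma). EGFL7 fell by 1.57 on the log2 scale (standard error 0.35, adjusted p = 0.0543) and ADGRL2, named LPHN2 in the heat map, fell by 1.36 on that scale (standard error 0.27, adjusted p = 0.0457). PDZD4 and DACH1, which the heat map does not name, fell at signals near the background. PDZD4 was well above background on no IL-17A array and 1.48-fold lower by the approximate bound. DACH1 was well above background on 1 of the 3 IL-17A arrays, with a log2 fold change of -1.31 (adjusted p = 0.0945 from limma). For EGFL7, ADGRL2, PDZD4 and DACH1, IL-17A replicate 1, which shared a slide with the controls, was the IL-17A array closest to them. With slide as a block, EGFL7 (-0.95), PDZD4 (-0.54) and DACH1 (-0.39) no longer had an unadjusted p under 0.05. ADGRL2 still did, at a smaller log2 fold change of -0.75, and NSG2 did at -2.07. PDZD4 and DACH1 also had an unadjusted p above 0.05 by the methods' test.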

The top 10 most enriched biological process GO terms of all upregulated DEGs were positive regulation of cyclin-dependent protein serine/threonine kinase activity, positive regulation of cyclin-dependent protein kinase activity, regulation of cyclin-dependent protein serine/threonine kinase activity, and other terms (Fig. 7c). Three of these terms were related to cell cycle regulation, and the involved upregulated DEGs were PKD1, CDKN1B, and CCND2. 

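PKD1 and CDKN1B were each measured by 2 tested probes, which changed by different amounts. The brightest probe of PKD1 had a log2 signal of 6.78 ± 0.13 (SD, n = 3) with IL-17A and 6.70 ± 0.03 (SD, n = 3) in the controls. Its log2 fold change of 0.07 (standard error 0.07, adjusted p = 0.516 from limma) was within the spread between replicates. The other probe of PKD1 had a mean log2 signal of 4.65 with IL-17A and 3.95 in the controls, a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.0349). For CDKN1B, the brightest probe had a log2 signal of 10.07 ± 0.03 (SD, n = 3) with IL-17A and 9.81 ± 0.10 (SD, n = 3) in the controls, and every IL-17A array was higher than every control array. The difference of 0.26 (standard error 0.06, adjusted p = 0.0596) was under the 1.5-fold threshold. The dimmer probe of CDKN1B had a log2 fold change of 0.73 (standard error 0.22, adjusted p = 0.0932), larger than the spread of 0.44 (SD, n = 3) between the controls. With slide as a block, the brightest CDKN1B probe no longer had an unadjusted p under 0.05, at a log2 fold change of 0.23. Of PKD1, CDKN1B and CCND2, only CCND2, 1.80-fold higher with IL-17A by the approximate lower bound, passed both thresholds at its brightest probe.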

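Because no pathway table was used here, p53 signaling was examined with a list of 40 p53 target genes written from general knowledge before the data were examined. With genes that the paper names as DEGs left out, 35 of the genes had a tested probe. Their median log2 fold change was 0.04 and their mean -0.01, with 20 genes higher and 15 lower with IL-17A. The list as a whole was not shifted (camera with a preset correlation between genes of 0.01, two-sided, p = 0.834, adjusted p = 0.953 over 8 lists), with a direction of higher, like the median and unlike the mean. Neither fry's test for a shift in 1 direction nor an estimated correlation gave a call, while fry's test for changes in either direction had a p under 0.05, as it did for housekeeping genes. None of the 35 genes passed both thresholds with limma or with the methods' test. At an unadjusted p under 0.05, 18 of them differed with limma, 10 higher and 8 lower, and 16 with the methods' test. The adjusted p was under 0.05 for 10 genes over all tested probes and for 14 genes adjusted over the list alone. The genes with the lowest p went both ways. BBC3 had a log2 fold change of 0.41 (standard error 0.04, adjusted p = 0.0252 from limma) and DDB2 of 0.32 (standard error 0.04, adjusted p = 0.0321). AEN had a log2 fold change of -0.48 (standard error 0.05, adjusted p = 0.0286), PLK3 of -0.29 and STEAP3 of -0.27.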

Based on KEGG database pathway analysis, the most enriched pathways of downregulated DEGs included the Ras signaling pathway and p53 signaling pathway (Fig. 7d). The most enriched pathways of upregulated DEGs included the PI3K/Akt signaling pathway, Rap1 signaling pathway, prostate cancer, and microRNAs in cancer (Fig. 7e). These pathways were all connected to tumor growth, and the PI3K/Akt signaling pathway (eight involved genes: CCND2, CDKN1B, CSF1, EFNA3, FGFR2, FGFR3, IL2RB, and ITGA9) ranked first among upregulated pathways (Enrichment Score = 3.159187). 

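At the brightest probe of each gene, 5 of these 8 genes (CCND2, FGFR2, FGFR3, IL2RB and ITGA9) were past both thresholds, and 7 were when any probe of the gene was counted. Their median log2 fold change was 0.75, or 0.72 with the dim signals raised to the lowest signal well above background. The adjusted p was under 0.05 for 4 of the genes over all tested probes and for 7 adjusted over the list alone, and since the study chose the genes on these arrays, the latter is not independent evidence. The count over all tested probes was 0 without IL-17A replicate 2, IL-17A replicate 3 or control replicate 1. It was 2 without IL-17A replicate 1 or control replicate 2, and 4 without control replicate 3. IL2RB was 2.46-fold higher with IL-17A by the approximate lower bound, and none of the control arrays was well above background. Its adjusted p of 0.0149 from limma belongs to the dim signals as measured, not to this bound. FGFR2 had a log2 signal of 3.27 ± 0.16 (SD, n = 3) with IL-17A and 2.36 ± 0.28 (SD, n = 3) in the controls, a log2 fold change of 0.91 (standard error 0.16, adjusted p = 0.0373). FGFR3 had a log2 signal of 3.08 ± 0.19 (SD, n = 3) with IL-17A and 1.99 ± 0.66 (SD, n = 3) in the controls (standard error of the difference 0.33, adjusted p = 0.0945), with 1 of the 3 control arrays well above background. Its unadjusted p was under 0.05 by limma on all arrays, and above it by the methods' test, with slide as a block, and with IL-17A replicate 1, IL-17A replicate 2 or control replicate 1 left out. ITGA9 had a log2 fold change of 0.60 (standard error 0.17, adjusted p = 0.0802), close to the threshold of 1.5-fold, with 0.44 without control replicate 2 and 0.52, at an unadjusted p above 0.05, with slide as a block. EFNA3 changed by 1.497-fold (log2 fold change 0.58, standard error 0.09, adjusted p = 0.0349), just under the threshold, and passed it with the authors' series matrix values, with slide as a block, and without IL-17A replicate 2, IL-17A replicate 3 or control replicate 2. CSF1 was lower at its brightest probe, with 5.53 ± 0.20 (SD, n = 3) against 5.67 ± 0.11 (SD, n = 3) on the log2 scale, a difference within the spread between replicates, but with slide as a block the log2 fold change was -0.36 at an unadjusted p under 0.05 by limma. A dimmer probe of CSF1 had a log2 fold change of 0.88 (standard error 0.24, adjusted p = 0.0777). Under normexp, 0 of the 8 genes passed both thresholds and 7 had an unadjusted p under 0.05 by limma, and with probes detected on all 6 arrays 1 of the 4 genes left passed.

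**Figure D2:**
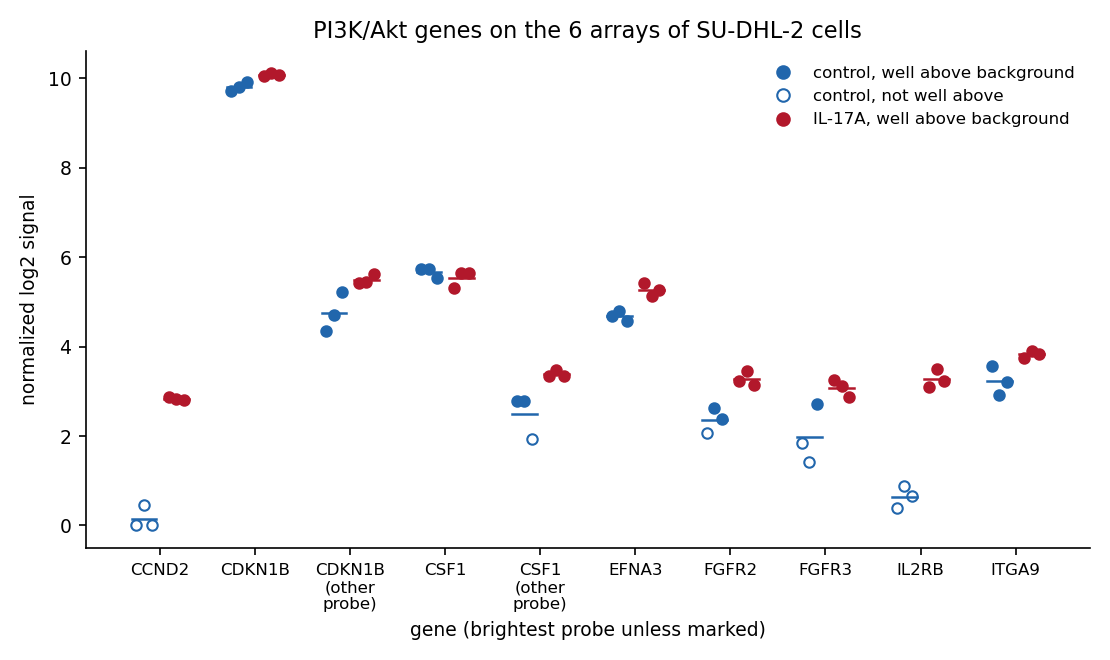
Normalized log2 signal of the tested probes of the PI3K/Akt genes, a point for each of the 3 control and 3 IL-17A arrays and a line for the mean of each group. Open points are not well above background; in the controls this holds for all points of CCND2 and IL2RB, so their distance to the IL-17A points is no fold change. Signals below 1 were set to 1, which places 2 control points of CCND2 at 0.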

The STRING database and Cytoscape 3.6.0 software were used to generate co-expression networks of all interacting DEGs to identify the genes that may play important roles in IL-17A-mediated SU-DHL-2 cell growth (Fig. 7f and g). Node size represented the degree of expression of each gene; green or red nodes represented down- or up-regulated genes, respectively, and edge size represented the combined score. 

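All 40 genes of Table 3 had a tested probe, and the brightest probe of 39 of them changed in the direction that the table gives. The exception was CSF1. Both thresholds were passed at the brightest probe by 31 genes, 13 upregulated and 18 downregulated, and 19 of these also had an adjusted p under 0.05 from limma. Counting any probe of a gene, 37 of the 40 passed. The remaining 3, GNG11, FCER1G and C1QA, had log2 fold changes of -0.55, -0.51 and -0.55, in the table's direction and below 1.5-fold. A mean log2 signal under 4 was found for 26 of the 40 genes. Among the brighter ones was TXNIP, with 12.79 ± 0.03 (SD, n = 3) with IL-17A and 12.12 ± 0.10 (SD, n = 3) in the controls (log2 fold change 0.67, adjusted p = 0.0251). The table was made from these arrays, so its directions are not an independent test. The paper describes the 8 PI3K/Akt genes as ranking high in the co-expression networks. From this it proposes that the PI3K/Akt pathway is important in the growth that IL-17A brings about in SU-DHL-2 cells. EFNA3 and ITGA9 are not in Table 3, however, and CCND2 has the lowest degree listed there.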

We found that the eight genes involved in the PI3K/Akt signaling pathway graded high in the gene co-expression networks (Table 3), suggesting that the PI3K/Akt signaling pathway plays an important role in IL-17A-mediated SU-DHL-2 cell growth.

**Fig. 7:**
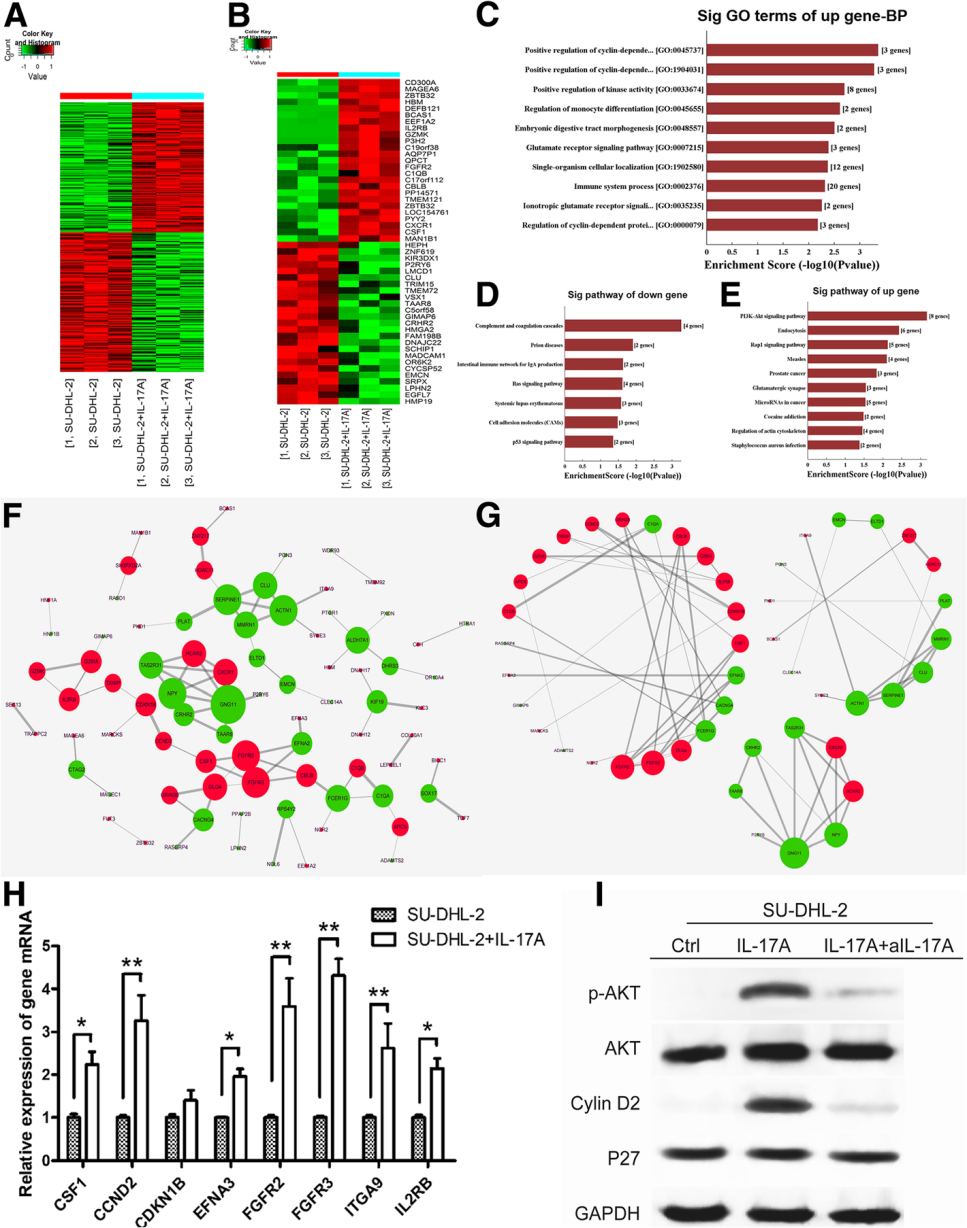
Analysis of gene expression profiles in IL-17A-treated SU-DHL-2 cells. **a** Heat map of all DEGs after IL-17A treatment. **b** Heat map of the top 25 most significant up- and down-regulated DEGs ranked by fold change. **c** The most significant GO biological process terms of upregulated DEGs. **d** and **e** The most significant pathways of down- or up-regulated DEGs based on the KEGG database. The co-expression networks of all DEGs (**f**) and part of DEGs (**g**) were analyzed using the STRING database and Cytoscape 3.6.0 software. Node size represents the degree of each gene, and the green or red nodes represent down- or up-regulated genes, respectively. Edge size represents the combined score. **h** Graph of the relative mRNA levels of eight upregulated DEGs in the PI3K/Akt in SU-DHL-2 cells without or with IL-17A (200 pg/ml) co-cultured for 72 h. **i** Western blot images showing Akt, p-Akt, cyclin D2, and P27 in SU-DHL-2 cells without or with IL-17A (200 pg/ml) co-cultured for 72 h. Error bars represent SD. Significance was determined using two-tailed independent-sample Student’s t/t′ test. (*P < 0.05; **P < 0.01, compared with the SU-DHL-2 group)

**Table 3:** 40 highest degree nodes in the DEGs co-expression networks

Nodes	Degree	Up or Down
GNG11	7	down
FGFR3	5	up
FGFR2	5	up
NPY	5	down
ACTN1	5	down
SERPINE1	5	down
ALDH7A1	4	down
TAS2R31	4	down
FCER1G	4	down
CXCR1	4	up
DLG4	4	up
HCAR2	4	up
CLU	4	down
MMRN1	4	down
IL2RB	3	up
CSF1	3	up
GZMA	3	up
CACNG4	3	down
CBLB	3	up
CRHR2	3	down
EFNA2	3	down
KIF19	3	down
CDKN1B	3	up
C1QA	3	down
APCS	2	up
SH3PXD2A	2	up
TXNIP	2	up
EMCN	2	down
ELTD1	2	down
DHRS3	2	down
CTAG2	2	down
GZMK	2	up
GRIN3B	2	up
SOX17	2	down
TAAR8	2	down
HDAC11	2	up
ZNF217	2	up
RPS4Y2	2	down
CCND2	2	up
C1QB	2	up

Finally, the mRNA expression of the eight genes was measured by qPCR, and PI3K/Akt pathway-related protein expression was assessed by western blotting. Consistent with the microarray results, the relative mRNA expressions of CSF1, CCND2, EFNA3, FGFR2, FGFR3, IL2RB, and ITGA9 were significantly higher in IL-17A-treated SU-DHL-2 cells (Fig. 7h). Cyclin D2 is encoded by the CCND2 gene, which is a downstream molecule of the PI3K/Akt pathway and regulates the cell cycle. IL-17A upregulated p-Akt and cyclin D2 expression in SU-DHL-2 cells, whereas aIL-17A abrogated these effects (Fig. 7i). However, IL-17A and aIL-17A had no effect on P27 expression in SU-DHL-2 cells. 

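At the transcript level, CCND2 was measured by 1 tested probe. Its log2 signal was 2.84 ± 0.04 (SD, n = 3) with IL-17A, well above background on all 3 arrays, at a mean signal of 7.15. None of the 3 control arrays was well above background, and on 2 of them the signal was below 1 and had been set to 1. With the control signals raised to the lowest signal well above background, the transcript was 1.80-fold higher with IL-17A. This lower bound is approximate and has no sampling error, because signals above that level can also fail to be well above background. The size of the change is unknown. The adjusted p of 0.0109 from limma over all tested probes belongs to the values with signals below 1 set to 1, not to this bound. Every IL-17A array was higher than every control array. In the authors' series matrix, in which the dim values share a floor, the log2 fold change was 0.63, and it was 0.13 under normexp, below 1.5-fold. CCND2 was not among the probes detected on all 6 arrays.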

In summary, the results indicated that IL-17A promoted the growth of SU-DHL-2 cells by upregulating cyclin D2 via the activation of PI3K/Akt signaling.

## Discussion

In the present study, we demonstrated that hBMSCs promoted the growth of DLBCL not only by secreting IL-6 into the TME both in vitro and *invivo*, but also by inducing Th17 cell differentiation, thereby increasing IL-17A levels in vitro. IL-6 and IL-17A synergistically promoted the growth and drug-resistance of DLBCL cells by protecting them from spontaneous or drug-induced apoptosis in vitro. IL-6 promoted DLBCL cell growth via the JAK2/STAT3 pathway, whereas IL-17A promoted the growth of DLBCL cells by upregulating cyclin D2 through the activation of PI3K/Akt signaling.

Tumor cells are protected by their TME, and MSCs are important components of the TME in NHL. Whether MSCs are a pro-tumor or anti-tumor factor in the development of NHL remains controversial. A previous study showed that hBMSCs inhibit the growth of EBV-Burkitt-type BJAB cells and EBV+ B lymphoblastoid SKW6.4 cells in nude-SCID mice [23]. In another study, human adipose tissue-derived MSCs (hATMSCs) inhibited EL4 murine T-cell lymphoma growth in vitro and in vivo [24]. However, accumulating evidence indicates that MSCs act as pro-tumor factors that interact with lymphoma cells and promote lymphoma growth, survival, and drug-resistance through multiple mechanisms [8, 25]. Recent studies show that hATMSCs or hBMSCs promote growth and drug-resistance in Burkitt lymphoma cells or DLBCL cells in vitro or in vivo [9, 10, 26, 27]. Here, we found that hBMSCs promoted the growth and drug-resistance of SU-DHL-2 and SU-DHL-4 cells in vitro and in vivo*.* As MSCs are a heterogeneous population of activated fibroblasts derived from various tissues, different tissue-derived MSCs may have distinct effects on the growth of different types or stages of NHL.

Research on the role of the TME in DLBCL pathogenesis suggests that there are three types of DLBCL drug-resistance: de novo (TME-mediated) drug-resistance, acquired drug-resistance (chronic exposure), and DLBCL adherent to stromal cells [28]. We previously demonstrated that IL-17A in the TME induces irradiation or rituximab resistance in DLBCL.[17–19]. In the present study, we further elucidated de novo TME-mediated resistance and identified the signaling pathways (JAK2/STAT3 and PI3K/Akt) involved in DLBCL. HBMSCs secreted cytokines into the TME and created pro-survival conditions for DLBCL cells, eventually inducing drug-resistance.

The cytokines and immune cells in the TME play a vital role in the development of DLBCL [29]. Numerous researchers have demonstrated that MSCs facilitate lymphoma growth by secreting pro-tumor cytokines (such as IL-6 and IL-10), inducing angiogenesis, promoting epithelial and mesenchymal transition, and inhibiting apoptosis of tumor cells [25]. However, little is known about the role and mechanisms by which hBMSCs modulateTh17 and Treg cell differentiation and the levels of related cytokines in the TME of DLBCL. Our results showed that hBMSCs simultaneously secreted IL-6 and induced Th17 cells to secrete IL-17A in the TME of DLBCL. This suggests a dual effect of hBMSCs on promoting DLBCL progression and drug-resistance.

Several types of cytokines in the TME can facilitate the growth of tumor cells. IL-6 is a key cytokine in the TME that is secreted by many cells, such as malignant cells and MSCs. Many recent studies showed that IL-6 plays a pivotal role in cancer development, chemoresistance, and cancer stem cell maintenance [30]. IL-6 promotes the growth and drug-resistance of MCL [12], and high levels of IL-6 in the peripheral blood of DLBCL patients indicates a poor prognosis [13, 14]. IL-17A is another important cytokine in the TME that is mainly secreted by Th17 cells. IL-6 acts together with TGF-β to promote Th17 cell differentiation and IL-17A secretion by upregulating RORγt expression. IL-17A promotes the growth of human germinal center-derived DLBCL in vitro and in mice by inducing angiogenesis [16]. In previous work, we showed that IL-6 upregulated IL-17A by inducing Th17 or Foxp3+ Treg cell differentiation in vitro or in the peripheral blood of DLBCL patients, thereby promoting the growth of k1106 cells or SU-DHL-4 cells by inhibiting irradiation- or rituximab-induce apoptosis through the suppression of p53 expression [17–19]. Consistent with previous data, the present results indicated that hBMSCs simultaneously secreted IL-6 and induced Th17 cells to secrete IL-17A into the TME; IL-6 and IL-17A synergistically promoted the growth of SU-DHL-2 and SU-DHL-4 cells and drug-resistance. In addition, we showed that hBMSCs induced PBMC differentiation into Treg cells and increased the level of TGF-β in the TME in vitro. Based on our previous studies, we speculated that hBMSCs induced Treg cells to secrete IL-17, generating IL-17 + Treg cells [17–19]. Published data indicate that Treg cells play an important role in the pathogenesis of cancer. Wang et al. [31] reported that Treg cells suppress tumor-specific CD8+ T cells, thus weakening the anti-cancer capacity of the body. Previous data from our group show that Treg cells are another source of IL-17 in the TME that are involved in DLBCL survival and growth [17–19]. This evidence supports the new “dual effects” mechanism underlying the role of hBMSCs in promoting DLBCL progression and drug-resistance.

To further investigate the signaling pathways involved in the function of IL-6 and IL-17A in DLBCL cells, we performed microarray analysis, western blotting, and qPCR. Recent studies from our group showed that IL-17A promotes DLBCL cell growth by suppressing p53 expression [17, 18]. In the present study, microarray analysis showed that IL-17A decreased the activity of the p53 pathway (Fig. 6d). In addition, IL-6 or IL-17A promoted DLBCL cell growth via the JAK2/STAT3 pathway or by upregulating cyclin D2 via the PI3K/Akt pathway.IL-6 generally binds to membrane IL-6 receptor and gp130, activating the JAK2/STAT3 pathway in target cells [32]. JAK2/STAT3 is a key pathway in the pathogenesis of NHL, and activation of this pathway is closely related to increased chemoresistance and apoptosis inhibition in NHL [33, 34]. Therefore, STAT3 inhibitors have great potential as novel targeted agents in NHL [35], and early-stage studies of STAT3 inhibitors have shown encouraging results in NHL treatment [36, 37].

The PI3K/Akt signaling pathway is a crucial pathway involved in the regulation of the proliferation and survival of tumor cells in various types of malignancies, including DLBCL [38].The PI3K/Akt pathway is highly activated in DLBCL and induces a survival advantage, increasing the metastatic ability and drug-resistance [39]. Here, we showed that IL-17A upregulated p-Akt and cyclin D2 expression in SU-DHL-2 cells. Akt is a serine-threonine kinase that is also known as protein kinase B, one of the major oncogenic effectors of the PI3K/Akt pathway [40]. Akt is activated by phosphatidylinositol (3,4,5)-triphosphate and is phosphorylated to become p-Akt, which negatively regulates the functions of several downstream pathways [40], and cyclin D2 is one of these downstream molecules. Cyclin D2 is one of the D-type cyclins (D1, D2, and D3), which positively regulate the cell cycle and mediate the pathogenesis of some lymphomas [41]. Overexpression of cyclin D1 is a hallmark of MCL, whereas cyclins D2 or D3 are not as specific to certain lymphomas as cyclin D1 [42]. Cyclin D2 is overexpressed in cyclin-D1-negative MCL, chronic lymphocytic leukemia/small lymphocytic lymphoma, and DLBCL [42–44]. Furthermore, cyclin D2 overexpression is negatively correlated with the prognosis of DLBCL [45, 46]. Therefore, our data indicate that p-Akt or cyclin D2 may be a potential molecular target for the treatment of refractory or chemoresistant DLBCL.

Many studies showed that MSCs migrate into the TME of various tumors [24, 47, 48]. A recent study showed that radiation induces tumor cells to release SDF-1α and platelet-derived growth factor-β, which bind to CXCR4 and platelet-derived growth factor receptor-βon circulating BMSCs, respectively; this results in the migration of BMSCs into the TME and promotes tumor growth [49]. CXCR4, an α-chemokine receptor specific for SDF-1α, is expressed in various tumors and linked to metastasis to tissues containing a high concentration of SDF-1α [50]. CXCR4 expression is also detected in malignant lymphoma cell lines, and its inhibition by a monoclonal antibody enhances apoptosis, decreases proliferation, and inhibits migration [51]. Reinholdt et al. reported that the CXCR4 antagonist plerixafor synergistically enhances the anti-proliferative/pro-apoptotic effect of rituximab on DLBCL cells [52]. Lapa et al. demonstrated that CXCR4-directed radioligand therapy in DLBCL is feasible [53]. Furthermore, a recent study shows that CXCR4 expression may serve as a biomarker for the prognosis of DLBCL and for the development of new therapeutic strategies [54]. Therefore, MSC migration and maturation could be abrogated using CXCR4 antagonists and tyrosine kinase inhibitors [55].

## Conclusions

In conclusion, in the present study, hBMSCs promoted the growth of DLBCL by secreting IL-6 both in vitro and in vivo and elevating IL-17A levels in the TME in vitro. IL-6 and IL-17A synergistically promoted the growth and drug-resistance of DLBCL cells by protecting them from spontaneous or drug-induced apoptosis in vitro. IL-6 or IL-17A activated the JAK2/STAT3 pathway or upregulated cyclin D2 through the activation of PI3K/Akt signaling in vitro*,* respectively. The present results indicated that hBMSCs may have a “dual effect” on promoting DLBCL progression and drug-resistance by secreting IL-6 and elevating IL-17A levels. IL-6, IL-17A, p-STAT3, p-Akt, or cyclin D2 may be potential molecular targets for overcoming drug-resistance in patients with relapsed or refractory DLBCL.

## Abbreviations

DLBCL: Diffuse large B cell lymphoma
HBMSCs: Human bone marrow-derived mesenchymal stem cells
IL: Interleukin
NHL: Non-Hodgkin’s lymphoma
PBMCs: Peripheral blood mononuclear cells
Th17: T helper 17
TME: Tumor microenvironment
Treg: Regulatory T

How the deposited data were processed for this re-analysis (not part of the article)

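SU-DHL-2 cells cultured for 72 h with IL-17A (200 pg/ml, 3 cultures) or without it (3 cultures) were measured on 1-colour Whole Human Genome arrays, 1 array per culture. The other experiments of the paper (co-cultures, xenografts, ELISA, FACS, qPCR and western blotting) were not analysed here. Samples were assigned to the groups by their titles. The replicate numbers did not pair the cultures, and no pairing was used except in the alternative with a replicate block.

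For each array, the authors' file gives the output of the extraction software: an intensity per spot on a linear scale, with the background subtracted and no normalization between arrays, the median brightness of each spot and of its local background, and flags of 0 or 1. A further table of the series gives log2 values that the authors had quantile normalized. In that table the lowest log2 value of each array, 2.32 to 2.33, was shared by 9986 to 10417 probes, and above it the values correlated with the log2 intensities at r = 0.9996 to 0.9998, across probes within an array. This table served as an alternative.

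Control spots were left out, as were spots marked as non-uniform (4 to 25 per array), which left out 49 values. Intensities below 1 were set to 1, and the spots of a probe were averaged on the log2 scale, with 43118 spots for 34127 probes. The arrays were quantile normalized, as in the paper's methods. The flag Detected that the methods name was taken as positive, significant and well above background, because the paper's text does not name the columns behind it. The 23945 probes (70.2%) detected on at least 3 of the 6 arrays were tested. Probes were named through their RefSeq accession with gene names of GRCh38.p14, and no coordinates were used, since the arrays are annotated on an earlier assembly. A gene was represented by its tested probe with the highest mean signal.

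IL-17A was compared with control by limma 3.58.1 (R 4.3.3), two-sided, without covariates, at a fold change of at least 1.5 and p under 0.05, and with Benjamini-Hochberg adjustment over all tested probes, since the paper's statistics section names both a p and an FDR threshold. Where no array of the lower group was well above background, the fold change is given as an approximate lower bound. It was computed after raising each array's values to its lowest signal well above background. The bound has no sampling error, and that level is no strict limit of detection. For example, CLU had log2 signals of 2.44 to 2.52 with IL-17A, above that level, and was well above background on none of these arrays. With 3 arrays against 3, an exact permutation test of a single value cannot give a p below 0.1. Gene lists were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation (statmod 1.5.0). The 8 lists were p53 targets, IL-17 response genes, IL-17 receptor genes, housekeeping genes, and markers of endothelial, T and NK, monocyte and mesenchymal cells. They were written from general knowledge before the data were examined, and genes that the paper names as DEGs were left out of them.

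The procedure was tested on simulated data with the spread of these arrays, in which 200 of 23907 probes changed. Each changed by 1 on the log2 scale, more than 1.5-fold. The simulated noise was independent between probes, with no slide effect and no floor on dim signals. The shares below thus do not describe changes near 1.5-fold, signals at the floor or an overlap of slide and treatment. Limma called 97.5% of the changed probes and 130 unchanged ones, and with adjustment 79.5% and 2 unchanged ones. The methods' test called 94.5% and 75 unchanged ones, and with adjustment 63.5% and 1 unchanged one.

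The genes named in the text follow a rule set before the data were examined: the genes that the paper's results name for the arrays, a few genes fixed in advance, among them GAPDH, the IL-17 receptors, IL17A and IL6, the 5 probes with the highest and the 5 with the lowest log2 fold change, signals near the background taken as measured, that passed both thresholds without overlap between the groups and were well above background on all 3 arrays of a group, the genes whose direction differed from Table 3 or Fig. 7b, and the up to 5 leading genes of a tested list. GNG11, FCER1G, C1QA, C1QB, TXNIP, MAN1B1, PRF1 and GZMA, and the brightest genes of the marker lists, were named after their values were seen.

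The alternatives were another normalization (75th percentile or none), normexp background correction with an offset of 50, the authors' series matrix values, other filters on detection, a floor on dim signals, a variance trend, the methods' test, a replicate block, slide as a block, a fold change of 2, unique gene names, another probe of a gene, and each array left out in turn. Normexp used the median brightness of each spot and of its background. The slide of an array was inferred from the scan it shared with others and from its position. The series matrix values combined with the methods' test were added after the data had been seen.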

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

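The test of the samples' split below was chosen only after the result was seen, while the test on dim probes was planned. A closer look was prompted by a signal for a gene that the paper does not discuss, present with IL-17A and at background in the controls. The probe of GTSF1 was well above background on all 3 IL-17A arrays and on none of the 3 control arrays. GTSF1 was 1.62-fold higher with IL-17A by the approximate lower bound, at a mean signal of 6.43, and higher in 3 of 3 arrays. The adjusted p of 0.000362 from limma belongs to the values with the controls set to 1, which had no spread. With dim signals raised to the lowest signal well above background, as for the bound of 1.62-fold, the unadjusted p from limma was 0.00021. The size of the change above this bound is unknown, because the control signals were below 1 and had been set to 1. In the authors' series matrix values, which have a higher floor, the log2 fold change of GTSF1 was 0.47, below 1.5-fold, and it was 0.083 under normexp.

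Noise of dim signals, as the whole explanation of calls at this level, was tested on all dim probes and not on GTSF1 alone. Probes with a mean log2 signal under 4 that were called on 2 IL-17A and 2 control arrays kept their direction in the pair of arrays left out in 62.7% to 83.3% of cases over the 9 pairs, above the 50% that noise alone gives. The changes shrank in the arrays left out, with a median ratio to the first estimate of 0.41, so part of the size of such calls may be noise. The real split was the only 1 of 10 splits with as many differing probes, and since 10 splits allow no smaller share, this count alone cannot exclude chance. With slide as a block, the log2 fold change of GTSF1 was 2.71, against 2.69 without it, and still passed both thresholds, while the same block weakened the falls of other named genes. This argues against a difference between slides as the whole cause, although the blocked value rests on the 1 IL-17A array that shared a slide with the controls and, with the controls at the floor, is no measured size. An effect of IL-17A, which the design names, remains open as well and was not tested in other samples.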

How the results depend on the processing

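The series matrix values with the methods' t-test were chosen only after the data had been seen, and the other alternatives before the data were examined. The alternatives gave 742 values for 41 of the genes chosen by the rule set in advance. Leading genes of the tested lists were taken from the p53, endothelial and monocyte lists only. Of the 742 values, 660 kept their direction and their side of an unadjusted p of 0.05. Another 55 no longer passed it, 17 newly passed it and 10 reversed. Other detection filters, the variance trend, the methods' test and the replicate block leave the fold change as it is, so no direction could reverse there. These counts leave the fold change threshold aside. Of 280 values of the 16 genes that had passed both thresholds, 28 were below 1.5-fold, 15 of them under normexp. Of 270 other values, 221 stayed within their limits, 40 moved, 3 were weaker, 1 was stronger and 5 reversed. Unless a cause is given, the cause was not tested.

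The counts of differing probes depended most on the processing. After scaling to the 75th percentile, 150 probes were upregulated and 422 downregulated, against 241 and 281. Without normalization, 426 were downregulated and 45 passed with adjustment, against 197. Normexp left 15 probes (4 up, 11 down, 7 with adjustment), of which 11 were also among the 522, and its offset of 50 exceeds most of the signals concerned, which by construction compresses their fold changes. Without a filter on detection, 978 probes passed (504 up, 474 down), and with detection on all 6 arrays 299 (126 up, 173 down), where fewer probes were tested. A fold change of 2 left 82 (40 up, 42 down, 42 with adjustment) and unique gene names 184 downregulated genes and 128 with adjustment, both by construction. The methods' t-test gave 186 downregulated probes and 60 with adjustment, and all of its 375 calls were among the 522. On the series matrix values it gave 318 (153 up, 165 down, 58 with adjustment).

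With slide as a block, 509 probes were downregulated and 48 passed with adjustment. A replicate block left 4 with adjustment, although the replicate numbers do not pair the arrays (correlations of deviations -0.087, -0.0022 and -0.047 for the 3 numbers). With each array left out in turn, 409 to 658 probes passed, 208 to 300 up and 196 to 399 down, and between 2 (without control replicate 1) and 179 with adjustment (without control replicate 3). With any array but control replicate 3 left out, at most 56 passed with adjustment.

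Of the 8 PI3K/Akt genes, 0 passed under normexp (7 at an unadjusted p under 0.05 by limma) and 1 with detection on all 6 arrays, where 4 of the genes were tested. Their median log2 fold change was 0.11 under normexp, 0.61 with the series matrix values and 0.42 with detection on all 6 arrays. In Table 3, 23 genes had the stated direction with detection on all 6 arrays, where 24 were tested.

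The lists have no t-test alternative. The shift of the IL-17 response list was stronger without normalization (-0.16, past 0.05 by camera). The endothelial list was weaker with slide as a block (-0.19) and with an estimated correlation (-0.25), as was the monocyte list with an estimated correlation (-0.32), all no longer past 0.05. The T and NK list, near 0, reversed after scaling to the 75th percentile (-0.023), with slide as a block (-0.044) and without IL-17A replicate 2, IL-17A replicate 3 or control replicate 3 (range with an array left out -0.030 to 0.054).

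Among named genes near 0, GAPDH reversed at the 75th percentile (-0.093), without normalization (-0.067) and without IL-17A replicate 1 or control replicate 3 (range with an array left out -0.028 to 0.046), IL17RA with slide as a block (0.030), and IL17RC without IL-17A replicate 2 (range -0.18 to 0.013). With the mean over detected probes in place of the brightest, CSF1 (0.37), CD300A (0.67), QPCT (0.24) and PYY2 (0.27) reversed, because their dimmer probes rose. Signal over background limits the values at dim probes, where 88 of the 522 changes are known only as approximate lower bounds.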

Differences from the paper's values

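The series matrix values with the methods' t-test, named below, were chosen after seeing the values. The paper's value is 288 DEGs, and 522 probes passed both thresholds here. Of the alternatives set before the data were examined, the series matrix values (416), detection on all 6 arrays (299), the methods' t-test (375), leaving out control replicate 2 (409) and unique gene names (348) came within 1.5 times the paper's value. The 75th percentile, no normalization, normexp, no filter, detection on all 3 arrays of a group, the floor, the variance trend, both blocks, a fold change of 2 and the other arrays left out did not. The series matrix values with the methods' t-test, chosen after seeing the values, gave 318.

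For upregulated DEGs, the paper's value is 139, and 241 probes were upregulated here. The 75th percentile (150), no normalization (186), series matrix values (175), detection on all 6 arrays (126), the methods' t-test (189), leaving out IL-17A replicate 2 (208) and unique gene names (164) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. The alternative chosen after seeing the values gave 153.

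For downregulated DEGs, the paper's value is 149, and 281 probes were downregulated here. Detection on all 6 arrays (173), the methods' t-test (186), leaving out control replicate 2 (196) and unique gene names (184) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. The alternative chosen after seeing the values gave 165.

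The paper lists the 8 PI3K/Akt genes as upregulated DEGs. By qPCR, which was not analysed here, it also reports all of them but CDKN1B as significantly higher, CSF1 and EFNA3 included. Here 7 of the 8 were higher with IL-17A and 5 passed both thresholds at their brightest probe. CSF1 had a log2 fold change of -0.14 there and 0.88 at a dimmer probe, which passed. CDKN1B had 0.26 and 0.73 at its dimmer probe, which passed. EFNA3, at 1.497-fold, passed with the series matrix values, with slide as a block, and without IL-17A replicate 2, IL-17A replicate 3 or control replicate 2. The paper also names PKD1 as upregulated, and its brightest probe had a log2 fold change of 0.07, while its dimmer probe passed with 0.70.

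Table 3 and Fig. 7b give directions for 40 and 49 names, and 39 of 40 and 43 of 47 genes with a tested probe had them at the brightest probe. CSF1, CD300A (-0.09), QPCT (-0.41) and PYY2 (-0.27) went the other way there, and each was higher with IL-17A as the mean over its detected probes. GNG11, FCER1G and C1QA, which Table 3 lists as downregulated, did not pass the thresholds here, with log2 fold changes of -0.55, -0.51 and -0.55. In the series matrix values, those of GNG11 and C1QA were -0.61 and -0.59, beyond 1.5-fold, and that of FCER1G was -0.52. The only probe of MAN1B1, which Fig. 7b shows as upregulated, had a log2 fold change of 0.18.

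The paper states that p53 pathway activity fell with IL-17A. The median log2 fold change of 35 p53 target genes was 0.04 (camera of limma, adjusted p = 0.953 over 8 lists). The list was not taken from the database that the paper used.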

Other observations

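The tests of the slide, of the split of the 4 counts of differing probes and of the contrast between the endothelial and T and NK lists were chosen only after the results were seen. For probes of the same gene, the test was planned, but the set of genes it ran on was widened from 65 to 67 after the first result had been seen.

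Among genes for which no claim is made, GAPDH, the reference of the paper's qPCR, had a log2 fold change of 0.01 (reversed after scaling to the 75th percentile and without normalization, at -0.093 and -0.067), and 10 housekeeping genes had a median of -0.02 (camera of limma, adjusted p = 0.981 over 8 lists). At their brightest probes, IL17RA had a log2 fold change of -0.05 (0.030 with slide as a block) and IL17RC of -0.08 (0.013 without IL-17A replicate 2), both well above background on all arrays. Of the other probes of IL17RA, one had a log2 fold change of 0.08 and another of -0.26 (adjusted p = 0.0425 from limma). The list of IL-17 receptor and signaling genes, 9 of them tested, had a median of 0.07 (adjusted p = 0.943). The probe of IL17A had a log2 fold change of 0.23 (adjusted p = 0.382 from limma). The probe of IL6 was well above background on no array.

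The genes of the IL-17 response list had a median log2 fold change of -0.15 over 18 genes with a tested probe of 34 listed, 6 higher and 12 lower (camera of limma, adjusted p = 0.620). None passed both thresholds by limma or by the methods' t-test, and at an unadjusted p under 0.05 limma gave 6 and the methods' t-test 5. Among its leading genes, NFKBIZ (0.23) and NFKBIA (0.18) were higher, and CXCL5 (-0.20), MMP1 (-0.40) and S100A7 (-0.29) lower. A shift as large by camera was seen in 6 of the 10 splits, the real one included, so chance cannot be excluded.

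For the count of 522 differing probes, the upregulated and downregulated counts, the count with adjustment and the 5 PI3K/Akt genes, the real split was the only 1 of 10 with a result as large, and the next largest split gave 238 probes. The study chose the PI3K/Akt genes because they differed between these groups, so for them this result tests nothing. With adjustment, the other 9 splits gave 0 probes by limma, against 197, and at most 1545 at an unadjusted p under 0.05, against 7495 (the methods' t-test was not run on them). Because 10 splits cannot give a share under 0.1, the count of splits alone cannot exclude chance and says nothing further about it. For the p53 target list, a shift as large was seen in 8 of the 10 splits, the real one included, and chance cannot be excluded.

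The slide of the arrays overlaps with the treatment in part. Comparing the 2 arrays of slide 2 with the 4 of slide 1 gave 465 differing probes and 0 with adjustment by limma (2970 at an unadjusted p under 0.05, the methods' t-test not run on it), nearly as many as the real split before adjustment, while slide as a block gave 769 and 48. If the slide were the whole cause, probes called between slide 2 and controls would keep their direction within slide 1 in about 50% of cases. In IL-17A replicate 1 against the control left out, both on slide 1, 67.0% to 77.1% of them kept it, with a median ratio of sizes of 0.25 to 0.47. This argues against the slide as the whole cause of the direction of the calls as a set, and a contribution to the size of the changes may remain. For EGFL7, ADGRL2, PDZD4, DACH1, CLDN5 and MARCO, whose falls were smaller with slide as a block, the slide remains open. An effect of IL-17A remains open, as does a mixture of both.

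Probes of the same gene often differed. Of 87 genes with a called probe and at least 2 tested probes, 67 had a called probe that was dimmer than the brightest one. The brightest probe moved the same way in 41 of the 67 (61.2%, exact binomial p = 0.0864, two-sided), with a median ratio of log2 fold changes of 0.08. A change of all transcripts of a gene would predict a share clearly above 50% and a like amount. This and a change of some transcripts cannot be told apart here, because no probe sequence was examined and the called probes were chosen for their large changes, which lowers the ratio. On the 65 genes first examined, the share was 60.0% (exact binomial p = 0.136).

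Calls were concentrated among dim probes, where noise is largest. Called dim probes kept their direction in at least 62.7% of cases in each of the 9 pairs of arrays left out, against at least 81.3% for brighter ones. This argues against noise of dim signals as the whole cause of the direction of the calls, and noise may still add to their number.

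Several DEGs of the paper are markers of other cell types, and marker lists without those DEGs were tested. The endothelial list (24 genes tested, 30 of 37 listed were detected in these cultures, 6 are DEGs of the paper, none is in another list) had a median log2 fold change of -0.25, with 18 of 24 genes lower (camera p = 0.00686, adjusted p = 0.0274 over 8 lists; fry p = 0.0218, adjusted p = 0.0872). CLEC14A (-0.81), CDH5 (-0.30), TMEM204 (-0.24), CLDN5 (-0.39) and PECAM1 (-0.16) led it. With slide as a block, these values were -0.84, -0.32, -0.34, -0.20 and -0.20, so that the fall of CLDN5 was smaller. The brightest genes of the endothelial list were PECAM1, NOS3 and RASIP1, at mean log2 signals of 7.41, 6.94 and 6.24. The monocyte list (8 genes tested, 11 of 21 listed were detected, 3 are DEGs of the paper, 2 are in another list) had a median of -0.32, with 8 of 8 genes lower (camera p = 0.00101, adjusted p = 0.00807; fry p = 0.0173, adjusted p = 0.0872). Of the 3 genes left out of it as DEGs of the paper, C1QA and FCER1G fell and C1QB rose (log2 fold change 0.87), while the 6 genes left out of the endothelial list fell. TYROBP (-0.35), MS4A7 (-0.30), FCN1 (-0.28), C1QC (-0.67) and MARCO (-0.91) led the monocyte list, and MS4A7 was its brightest gene at 7.46. With slide as a block, these values were -0.43, -0.39, -0.41, -0.74 and -0.19, so that most of the fall of MARCO was lost. The blocked values rest on the 1 IL-17A array that shared a slide with the controls. The T and NK list (17 genes) had a median of 0.03, near 0 and reversed in some settings, while its mean of -0.07 and the direction given by camera (adjusted p = 0.943) were lower. Its brightest genes were LCK and CD4, at mean log2 signals of 10.30 and 9.96. The mesenchymal list (11 genes) had a median of -0.07 (adjusted p = 0.694). Under an estimated correlation neither the endothelial nor the monocyte list was called.

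The signal level of the lists' probes was examined as an explanation. Of 10000 random lists matched on mean signal, none was as low as the endothelial list (one-sided permutation p = 1e-04, the smallest that the draws can give) and few as low as the monocyte list (p = 0.001), which argues against it. These draws take genes as independent, which the estimated correlation of 0.40 between the monocyte genes goes against, so the result for that list is less firm. With the real split included, splits of the arrays gave a camera p as small in 5 of 10 cases for the endothelial list, 2 of 10 for the monocyte list, 6 of 10 for the T and NK list and 6 of 10 for the mesenchymal list, so chance cannot be excluded. Less RNA from other cell types in the IL-17A cultures would lower the markers of all of them alike. The median of the T and NK list lay 0.28 above that of the endothelial list (permutation p = 0.0561, two-sided), but this test decides nothing, because it ran on lists from which DEGs had been left out and the T and NK genes went both ways. At an unadjusted p under 0.05 by limma, 3 of the 17 genes were higher, CD2 (0.51), PRF1 (0.32) and KLRK1 (0.27). The 5 lower ones were CD28 (-0.71), CD8A (-0.51), CD3E (-0.46), KLRB1 (-0.41) and CD4 (-0.31). Of the genes left out, GZMK was 2.35-fold and IL2RB 2.46-fold higher by the approximate lower bound. GZMA was higher too, and none of these genes was well above background on a control array. The rises go against a fall of all T and NK markers alike, and the 5 falls do not. GZMK, IL2RB and GZMA were picked by the study on these arrays. For these cultures, the paper's methods name only SU-DHL-2 cells, a purchased line, with or without IL-17A. The design thus gives no source for RNA of other cells. Which cells express the markers was not measured, so a smaller contribution of other cells to the endothelial markers was not tested directly. On the arrays alone, such a contribution cannot be told apart from a change within SU-DHL-2 cells.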
